# The Global Regulatory Architecture of Transcription during the *Caulobacter* Cell Cycle

**DOI:** 10.1371/journal.pgen.1004831

**Published:** 2015-01-08

**Authors:** Bo Zhou, Jared M. Schrader, Virginia S. Kalogeraki, Eduardo Abeliuk, Cong B. Dinh, James Q. Pham, Zhongying Z. Cui, David L. Dill, Harley H. McAdams, Lucy Shapiro

## Abstract

Each *Caulobacter* cell cycle involves differentiation and an asymmetric cell division driven by a cyclical regulatory circuit comprised of four transcription factors (TFs) and a DNA methyltransferase. Using a modified global 5′ RACE protocol, we globally mapped transcription start sites (TSSs) at base-pair resolution, measured their transcription levels at multiple times in the cell cycle, and identified their transcription factor binding sites. Out of 2726 TSSs, 586 were shown to be cell cycle-regulated and we identified 529 binding sites for the cell cycle master regulators. Twenty-three percent of the cell cycle-regulated promoters were found to be under the combinatorial control of two or more of the global regulators. Previously unknown features of the core cell cycle circuit were identified, including 107 antisense TSSs which exhibit cell cycle-control, and 241 genes with multiple TSSs whose transcription levels often exhibited different cell cycle timing. Cumulatively, this study uncovered novel new layers of transcriptional regulation mediating the bacterial cell cycle.

## Author Summary

The generation of diverse cell types occurs through two fundamental processes; asymmetric cell division and cell differentiation. Cells progress through these developmental changes guided by complex and layered genetic programs that lead to differential expression of the genome. To explore how a genetic program directs cell cycle progression, we examined the global activity of promoters at distinct stages of the cell cycle of the bacterium *Caulobacter crescentus*, that undergoes cellular differentiation and divides asymmetrically at each cell division. We found that approximately 21% of transcription start sites are cell cycle-regulated, driving the transcription of both mRNAs and non-coding and antisense RNAs. In addition, 102 cell cycle-regulated genes are transcribed from multiple promoters, allowing multiple regulatory inputs to control the logic of gene activation. We found combinatorial control by the five master transcription regulators that provide the core regulation for the genetic circuitry controlling the cell cycle. Much of this combinatorial control appears to be directed at refinement of temporal expression of various genes over the cell cycle, and at tighter control of asymmetric gene expression between the swarmer and stalked daughter cells.

## Introduction

The regulation of timing and ordered progression of cell cycle events is central to the survival of any organism and is one of the fundamental processes of life. The gram-negative α-proteobacterium *Caulobacter crescentus* (*Caulobacter*, hereafter) is an important model organism for the study of the regulation of cell cycle progression and asymmetric cell division, shown in Fig. 1A [1]–[3]. A hallmark of *Caulobacter* asymmetric cell division is that the daughter stalked cell immediately initiates DNA replication and the daughter swarmer cell has a period of motility before differentiating into a stalked cell and initiating chromosome replication. Control of cell cycle progression and asymmetric division occurs through coordinate regulation of transcription, protein phosphorylation, DNA methylation, protein localization, and protein degradation [1], [4]–[6]. A cyclical genetic circuit, comprised of five master regulator proteins, including DnaA, GcrA, CtrA, and SciP, and the DNA methyltransferase CcrM, drives the cell cycle [2], [4] (see Fig. 2B). The circuit regulates the transcription of more than 200 genes controlling sequential polar differentiation events including flagella biosynthesis, pili biosynthesis, chemotaxis complex formation, DNA-replication, and cell division [3], [7]–[12]. However, the mechanism of cell cycle control for only a subset of these has been described. To decipher the regulatory landscape that guides the cell cycle we need to identify transcription start sites (TSSs), measure their cell cycle stage-specific levels, and define the regulatory motifs within each cell cycle-regulated promoter.

**Figure 1:**
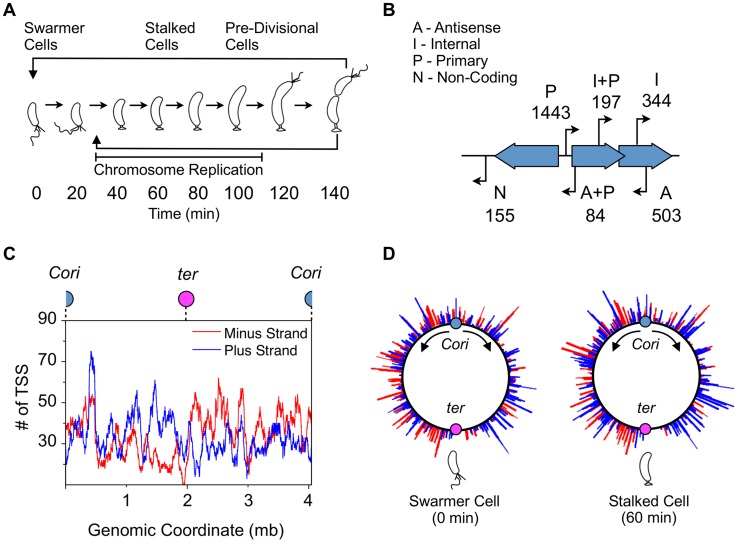
Global identification and organization of TSSs. (A) The *Caulobacter* asymmetric cell division cycle yields two distinct cell types: a motile swarmer cell and a sessile stalked cell. Stages of the *Caulobacter* cell cycle are shown in 20 min intervals, beginning with the swarmer cell at 0 min. Chromosome replication takes place between approximately 30 min and 110 min. TAP treated 5′ RACE sequencing libraries were prepared for each of the 8 time points shown. (B) Categories assigned to 2726 TSS identified based on their genomic context, plus the number of TSS in each category. TSS initiated upstream of CDSs are denoted as primary (P); those initiated in intergenic regions or upstream of annotated RNAs including small non-coding RNAs, ribosomal RNAs, and tRNAs are denoted as non-coding (N); those initiated from within coding sequences are denoted as internal (I), and those initiated within coding sequences but in the opposite direction are denoted as antisense (A). Some TSS fit the criteria for more than one category: primary and antisense (A+P, 84) and between primary and internal (I+P, 197). Many CDSs have multiple TSSs of different categories. (See Methods for specific definition of the categories.) (C) Distribution of TSSs on the genome, plotted as the number of TSSs within a 100kb sliding window. Plus strand: blue; minus strand: red. Blue dot: *Caulobacter* origin of replication (*Cori*). Purple dot: terminus (*ter*). (D) Distribution of TSS levels along the *Caulobacter* chromosome in swarmer (0 min) and stalked cells (60 min). Normalized number of sequencing reads (log scale) of cell cycle-regulated TSSs are shown. Blue: plus strand. Red: minus strand.

**Figure 2:**
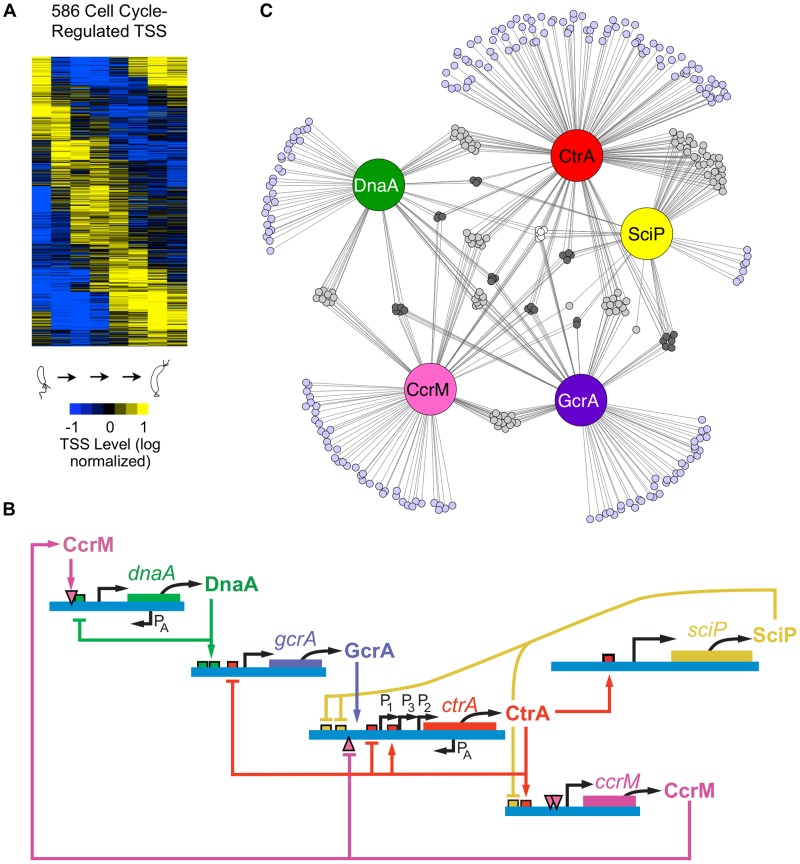
Cell cycle-regulated transcription by combinatorial control of master regulators. (A) Heat map of transcriptional profiles of the 586 cell cycle-regulated TSSs. Fifteen clusters were generated using the *k-means* algorithm and ordered according to their maximum time of activation as a function of the cell cycle. Columns correspond to the 8 time points during cell cycle progression shown in Fig. 1A and each row reflects the expression pattern of a single TSS. The TSS expression values are log_2_ transformed and normalized such that mean  = 0, max  = 1, and min  = −1. (B) The core regulatory circuit that drives the *Caulobacter* cell cycle. DnaA is required to initiate DNA replication, and it also acts as a transcription factor. The circuit contains transcription factors GcrA, CtrA, and SciP, as well as the DNA methyltransferase CcrM [2]. This core circuit drives cell cycle progression by orderly activation of the expression of 334 cell cycle-regulated TSSs. P_A_ indicates antisense TSSs within *dnaA* and *ctrA*. (C) Network of master regulators (DnaA, CtrA, SciP, and CcrM binding motifs or a>3 fold enrichment of GcrA Chip-seq signal [26]) in promoter regions of 334 cell cycle-regulated TSSs. Each promoter is represented by a small circle and each line represents interaction by a corresponding regulatory factors in a large colored circle. Promoters with ≥4 master regulators are white, 3 master regulators are dark grey, 2 master regulators are light grey, and 1 master regulator are light blue.

Here, using a detailed map of the coding and non-coding features in the genome based upon ribosome profiling [13], we applied global 5′ RACE to map approximately 75 percent of the *Caulobacter* TSSs at single base-pair resolution and to measure the abundance of RNAs carrying a 5′ tri-phosphate (5′ PPP) group. This was done at multiple time points during the cell cycle to determine the timing of activation of TSSs. We also identified binding sites of the key cell cycle regulatory transcription factors directly upstream of the TSSs. When multiple TFs were predicted to bind within these TSS-proximate regions, we were able to provide an initial estimate of the combinational control logic. For example, the core cell cycle circuit regulators DnaA and GcrA often regulate gene expression in combination with other transcription factors. For genes controlled by the cell cycle circuit regulator CtrA, the location and presence of full palindromic or half CtrA binding motifs, and co-appearance of SciP binding motifs, dictates the cell cycle timing of their transcriptional regulation. We discovered that 107 antisense TSSs positioned within Coding DNA Sequences (CDSs) are temporally regulated and identified 241 genes transcribed from multiple promoters whose activation is independently controlled, yielding different timing of TSS activation. Furthermore, we found internal promoters in operons that were independently regulated to alter the expression profiles of encoded genes. Cumulatively, these observations suggest that the regulation of *Caulobacter* TSS levels during the cell cycle is much more complex than previously reported and this dataset provides a powerful resource for the elucidation of the cell cycle regulatory circuit.

## Results

### Global identification of TSSs

We used a global 5′ RACE (rapid amplification of cDNA ends) method in combination with Illumina high-throughput sequencing to obtain a single-nucleotide resolution map of TSSs and their cell cycle-dependent activation level. Isolated swarmer cells (0 minutes) were grown in M2G minimal media for 140 minutes until cell division (Fig. 1A). We collected cell samples at 8 time points during the cell cycle and carried out total RNA extraction to prepare an Illumina high-throughput sequencing library for each time sample (S7 Fig. and Materials and Methods).

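Global 5′ RACE reads the 5′ ends of transcripts. Tobacco acid pyrophosphatase (TAP) turns the 5′ triphosphate of a new transcript into a monophosphate that an adapter can be ligated to. Processed RNAs that already carry a 5′ monophosphate can be ligated as well. The paper therefore told TSSs from processing sites by comparing a library with TAP to one without. The values used here are those of the authors' processed table, which gives 2726 TSSs in 8 libraries, 1 for each time point from 0 to 140 min in steps of 20 min. The authors aligned the reads to the NA1000 genome with Bowtie 0.12.7, counted the reads that start at each TSS and multiplied each library by a factor. The result is the normalized reads, called the level of a TSS here. Coordinates are those of the authors' table. The number of reads behind each level was recovered from the smallest step between levels in S1 Dataset, of which the first 1999 of the 2726 TSSs (coordinates 122 to 2946560) could be read. With these steps every level of the table is a whole number of reads, within a tolerance that widens at high counts. At the 2726 TSSs, the libraries hold 3822740 reads at 0 min, 4925895 at 20 min, 829410 at 40 min and 1750115 at 60 min. They hold 1471749 reads at 80 min, 3354376 at 100 min, 1654361 at 120 min and 2267533 at 140 min. The paper's stated depth counts all sequenced reads of more libraries, and the depth used here is that of the reads at these TSSs. A single read is a level of 1 at 40 min and of 0.171 at 20 min. There is 1 library per time point and no replicate, so the 95% intervals are exact intervals of the read counts and cover counting error only. Fold is the highest level of a TSS divided by its lowest. Where the lowest level is 0 reads, the fold is a lower bound taken against 3 reads of that library. A TSS counts as cell cycle-regulated by the paper's criteria. At least 0.35 of its squared Fourier magnitude lies at 1 cycle per time course, the natural logarithm of its fold is at least 1.1 and its highest level is at least 20. These criteria give the call of each of the 1999 TSSs that could be read in S1 Dataset. In the 20 and 100 min libraries, 10 TSSs that did not pass the criteria were at or below 1/5 of their lowest level at the other time points.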

At each TSS the 5′ nucleotide contains a 5′ PPP group, whereas products of nuclease cleavage yield either a 5′ mono-phosphate (5′ P) group or a 5′ hydroxyl (5′ OH) group. As many processed RNAs such as mature ribosomal and transfer RNA (rRNA, tRNA) have a 5′ P, we prepared two additional libraries from unsynchronized culture in mid-exponential growth in minimal media to selectively distinguish between RNA segments with 5′ PPP ends and 5′ P ends. In one of these two libraries, the RNA was treated with tobacco acid pyrophosphatase (denoted +TAP) to hydrolyze the 5′ PPP to 5′ P. The other library (denoted -TAP) was prepared without TAP treatment (S7 Fig.). Libraries were ligated with a 5′ sequencing adapter followed by reverse transcription using a random-hexamer primer conjugated with a second Illumina sequencing adapter (S7 Fig.). Since T4 RNA ligase reacts only with a 5′ P, removal of the pyrophosphate group allows for the ligation of the 5′ sequencing adapter [14].

About 180 million 38 bp reads were obtained from the ten sequencing libraries (8 TAP treated cell cycle time point libraries and the +TAP and -TAP libraries from an unsynchronized mid-log phase culture). The reads were aligned onto the *Caulobacter* NA1000 genome DNA sequence NC_011916 [15] using Bowtie 0.12.7 software [16]. Only non-rRNA reads that mapped to a unique genomic location without mismatches were used for our analysis. Sequencing reads for all libraries were normalized to the total number of non-rRNA reads in each library.

To identify TSSs, we used 34 biochemically-characterized TSSs as a positive control (S2 Dataset) and 24 tRNA 5′ P-sites as a negative control (*n* = 24) (S1 Fig.). We compared the natural log of the ratio (*θ*) between the number of sequencing reads obtained at the 5′ ends of positive and negative controls in +TAP/-TAP libraries. The *θ*'s obtained for positive and negative controls fall into two separate normal distributions with slight overlap (Welch two sample *t*-test, df  = 41.2, *p*-value  = 1.3 e−11, S1 Fig.). To minimize false-positive TSSs, we set the threshold value at *θ*>0.26 which corresponds to approximately two standard deviations (*α* = 2.3%) above the sample mean of the negative control. We set the minimum read threshold in the +TAP asynchronous library to be 25. Using RNA-seq data from [13] we selected only TSSs that had more than a 35% increase in the downstream RNA-seq coverage (S1 Dataset). In total, this procedure identified 2,726 *Caulobacter* TSSs (S1 Dataset). The parameters we set for TSS identification allowed us to identify the TSSs for approximately 75% of genes and operons, in keeping with similar estimates of the percentage of TSSs reported for *Listeria monocytogenes* [17] and *Escherichia coli* [18]. Two factors are likely to contribute to the null identification of TSSs: strict parameter cutoff based on TAP-enrichment (S1 Fig.) and 5′ RACE dependence on a 5′ ligation, which is inefficient for RNAs that are highly structured at the 5′ region [19]. To verify our approach, we tested 36 of the TSSs identified by 5′ global RACE using *β*-galactosidase reporter assays and found that all 36 exhibited significant expression activity (S3 Dataset).

Canonical bacterial promoters contain binding sites for σ factors upstream of the TSS. A motif search of 50 bp upstream of the identified TSSs revealed a−35 (TTG) and −10 (A/T) binding site (*n* = 1,666) consistent with σ^73^ (RpoD), the most abundant housekeeping sigma factor in *Caulobacter* [20] (S2 Fig., S4 Dataset). The 5′ nucleotide of 93% (1,542/1,666) of the identified RpoD binding motifs are positioned between −34 to −37 bp upstream of the TSSs.

Based on recent functional re-annotations of the *Caulobacter* genome (CP001340) using ribosome profiling and computational analysis [13], [21], we categorize TSSs into four categories with overlap (Fig. 1B). TSSs located upstream of CDS are denoted as primary (P, 1443); those located in intergenic regions or upstream of annotated RNAs are denoted as non-coding (N, 155); those initiated from within coding sequences and transcribed in the same direction are denoted as internal (I, 344), and those transcribed in the opposite direction of the CDS are denoted as antisense (A, 503). 

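Primary TSSs had the highest levels and antisense and internal TSSs the lowest. The median of the highest level was 95.8 over 1382 primary TSSs, 65.4 over 151 non-coding, 30 over 474 antisense and 20 over 304 internal TSSs. It was 33.3 over the 190 TSSs that are internal and primary and 59.4 over the 80 that are antisense and primary. *rpsU*, which encodes ribosomal protein S21, has a constitutive primary TSS that was highest at 140 min at a level of 18187, with a fold of 2.19. The tRNA-Leu gene *CCNA_R0052* has a constitutive non-coding TSS with a highest level of 8409 at 40 min and a fold of 2.25. An internal TSS of *adk*, which encodes adenylate kinase, was cell cycle-regulated, with 1019 at 60 min and a fold of 8.07. An antisense TSS in *CCNA_03249* was cell cycle-regulated, with 504 at 80 min and a fold of 3.40. Cell cycle-regulated TSSs made up 27.6% of the primary TSSs (382 of 1382, Wilson 95% interval 25.3% to 30.1%), 21.9% of the non-coding (33, interval 16.0% to 29.1%) and 17.8% of the internal TSSs (54, interval 13.9% to 22.5%). They made up 13.3% of the antisense TSSs (63, interval 10.5% to 16.6%). The criteria ask for a highest level of at least 20, so categories with lower levels can pass less often. The shares were not adjusted for level. The category was read from the supplementary tables, which give it for 2581 TSSs. The other 145 TSSs, 13 of them cell cycle-regulated, were not analysed here by category. Beyond the readable part of S1 Dataset, most of these tables list cell cycle-regulated TSSs only. Constitutive TSSs are thus more often left out, and the shares may be too high.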

There is overlap between primary and antisense TSSs (A+P, 84) and between primary and internal TSSs (I+P, 197). Thirty-three of the 93 previously characterized non-disruptable intergenic gaps in the *Caulobacter* genome [22] were found to contain a TSS within the non-disruptable gap, suggesting these TSSs may play a role in cell viability.

We also observed a slight directional bias in the number of TSSs encoded in the same direction as DNA replisome movement (*n* = 1544 co-directional, *n* = 1182 opposing) (Fig. 1C) to minimize collisions between DNA polymerase and RNA polymerase during chromosome replication [23]. 

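Co-directional TSSs include those of *dnaA*, *ctrA*, *sciP* and *pilA*, and opposing TSSs include those of *gcrA*, *ccrM*, *rcdA* and *staR*. The first 3 named of the co-directional genes and the first 2 of the opposing ones encode master regulators of the cell cycle. *pilA* encodes the pilin subunit, *rcdA* a factor in CtrA proteolysis and *staR* a regulator of stalk biogenesis. Of all 2726 TSSs, 1543 (56.6%, Wilson 95% interval 54.7% to 58.5%) were co-directional and 1183 were opposing. Of the constitutive TSSs, 1211 were co-directional and 930 opposing. Of the 585 cell cycle-regulated TSSs, 332 were co-directional (56.8%, interval 52.7% to 60.7%). The replisome was taken to move away from Cori at coordinate 1 in both directions up to the middle of the chromosome. The paper states that this bias minimizes collisions between the polymerases.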

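Genes with a high TSS level in the swarmer cell at 0 min and a low one in the stalked cell at 60 min include *staR*, *CCNA_03034* and *spmX*. The regulator of stalk biogenesis *staR* had 3799.8 at 0 min and 102 at 60 min. *CCNA_03034* had 11756 and 559. *spmX*, which promotes the localization of the kinase DivJ, had 66.5 at 0 min and 0.4 at 60 min. In the other direction, *stpA* had 17.6 at 0 min and 1765 at 60 min. *CCNA_03372*, which encodes a ferredoxin associated with bacterioferritin, had 3.5 and 602. *CCNA_01161*, a glutamate symport protein, had 46 at 0 min and its highest level of 1212 at 40 min. Of the cell cycle-regulated TSSs, 82 were highest at 0 min and 89 at 60 min. At 0 min 169 of them were at their lowest level, against 28 at 60 min.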

Comparison of global TSS levels of the swarmer and stalked cell stage of the cell cycle revealed differences in the pattern of global site-specific TSS levels (Fig. 1D). We analyzed the direction of cell cycle-regulated TSSs peaking in the swarmer cell and find no significant directional bias (n = 21 co-directional, n = 19 opposing). 

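The 82 cell cycle-regulated TSSs that were highest at 0 min lay in both directions, 43 co-directional and 39 opposing (52.4% co-directional, Wilson 95% interval 41.8% to 62.9%). *CCNA_02105*, a co-directional gene, had 8636 at 0 min and 211 at 40 min. *CCNA_02191*, which has an RpoN motif, had 3155 at 0 min and 209 at 120 min. By comparison, 54 of the 82 TSSs highest at 20 min (65.9%, interval 55.1% to 75.2%) and 43 of the 65 highest at 80 min (66.2%, interval 54.0% to 76.5%) were co-directional. At 40 min it was 33 of 72 (45.8%, interval 34.8% to 57.3%). These intervals overlap, and the difference between time points was not tested. With a Fourier share of at least 0.5 the swarmer TSSs were 19 co-directional and 25 opposing, and with the 20 min library replaced by the mean of its neighbours they were 91 and 87. With the 140 min library so replaced they were 84 and 81. With the 0 min library so replaced no TSS was highest at 0 min. That was fixed in advance, as the mean of its neighbours cannot exceed both. The paper gives no definition of its TSSs that peak in the swarmer cell, so the 2 sets are not known to be alike. It proposes that they are under no selective pressure on direction, as the swarmer cell does not replicate its chromosome.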

As the swarmer cell does not actively replicate its chromosome, it is likely that these promoters have no selective pressure to be encoded co-directional with DNA replication.

### Cell cycle-regulated TSSs and enriched motifs

To distinguish cell cycle-regulated TSSs from constitutively active TSSs, we implemented a modified Fourier Transform algorithm, similar to [24], including both minimum sequence read and expression fold-change cutoffs on the corresponding normalized time-course sequencing data of the 2,726 identified TSSs. 

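The TSSs named here are among the 3 annotated cell cycle-regulated TSSs with the largest lower bound of the fold at their time point. *mipZ* P2 at 40 min, *ctrA* P1 at 60 min and *ccrM* at 120 min had the largest at these times and are described below. At 0 min, *CCNA_02931*, which encodes a hook protein related to FlgE, had 458; it had 0 reads at 80 min, a fold of at least 297. At 20 min, *CCNA_02213*, an NADH dehydrogenase, had 38.8 and was at 0 reads at 100 min, a fold of at least 53.7. At 40 min, *CCNA_01161* had a fold of 26.3 (95% interval 22.8 to 30.5), and at 60 min *CCNA_03372* had a fold of 172 (107 to 297). At 80 min, *CCNA_03033* had 174 with a fold of at least 339. *CCNA_02901*, a chemoreceptor gene, had 2195 with a fold of 241 (185 to 324). At 100 min, *fliI*, the flagellar export ATPase, had 380 with a fold of 760 (253 to 3593) from 3 reads at 20 min. *CCNA_00233* had 98.7 and a fold of at least 160. At 120 min, *CCNA_00028*, a TonB-dependent receptor, had 132, with a fold of 662 (115 to 25560) from 1 read at 0 min. At 140 min, *CCNA_02515* had 511 with a fold of 81.0 (58.2 to 115). *CCNA_01586*, an ABC transporter component, had 108 with a fold of 41.7 (17.9 to 131). In all, 585 of the 2726 TSSs (21.5%) passed the criteria and 2141 did not. The Fourier share alone was passed by 1082 TSSs, the fold by 1841 and the minimum level by 2000. The median fold of the 585 was 8.88 (quartiles 4.67 and 29.0), and 58 had 0 reads at their lowest time point. They were highest at 0 to 140 min in 82, 82, 72, 89, 65, 76, 87 and 32 cases. A limma test of the first harmonic, chosen after the data were seen, called 178 TSSs that also passed the other 2 criteria. In 100 random orders of the libraries a median of 330 TSSs passed the paper's criteria.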

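Of the gene lists fixed in advance, motility and chemotaxis genes had large shares of cell cycle-regulated TSSs, 24 of 38 flagellar TSSs (63.2%) and 17 of 31 chemotaxis TSSs (54.8%). The cell cycle-regulated flagellar TSSs were on average highest at 100 min, at 61.9% ± 6.92 (SE, n = 24) of each TSS's highest level. They were lowest at 40 min at 15.0% ± 5.59. Over all 38 flagellar TSSs the mean was highest at 120 min, at 53.9% ± 5.13, and lowest at 20 min, at 18.8% ± 4.05. The cell cycle-regulated chemotaxis TSSs were at 80.1% ± 6.39 (n = 17) at 120 min and 2.5% ± 0.51 at 40 min. Over all 31 chemotaxis TSSs it was 72.5% ± 5.39 at 120 min and 12.3% ± 4.49 at 40 min. *fljO*, a flagellin gene, had 24 at 140 min with a fold of at least 18.4. *fliQ*, part of the flagellar export apparatus, had 95.5 at 80 min with a fold of at least 186. The chemoreceptor gene *CCNA_00439* had 4443 at 120 min with a fold of 35.5 (95% interval 29.8 to 42.7). Of the TSSs of cell division and cell wall genes, 14 of 34 (41.2%) were cell cycle-regulated, with a median fold of 21.2, and of the pilus TSSs 3 of 4. Of the TSSs of DNA replication genes 5 of 16 were, with a median fold of 5.08, of those of nucleotide synthesis 2 of 25 and of those of sigma factors 5 of 15. Of 35 TSSs of ribosomal protein genes 1 was cell cycle-regulated, that of *CCNA_00007* for ribosomal protein S20, with 52.2 at 140 min and a fold of 5.38. Of the TonB-dependent receptors it was 8 of 72 TSSs (11.1%), with a median fold of 3.74. It was 6 of 47 for tRNA and rRNA, 4 of 15 for chaperones and proteases and 6 of 25 for respiration and ATP synthase. No test across genes was made, because genes are not replicates. Where S1 Dataset could not be read, annotations came from other supplementary tables, most of which list cell cycle-regulated TSSs only. Constitutive TSSs can thus be missing from these lists, which would make the shares too high. Under the first-harmonic test the lists held 66 called TSSs instead of 128.

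**Figure D1:**
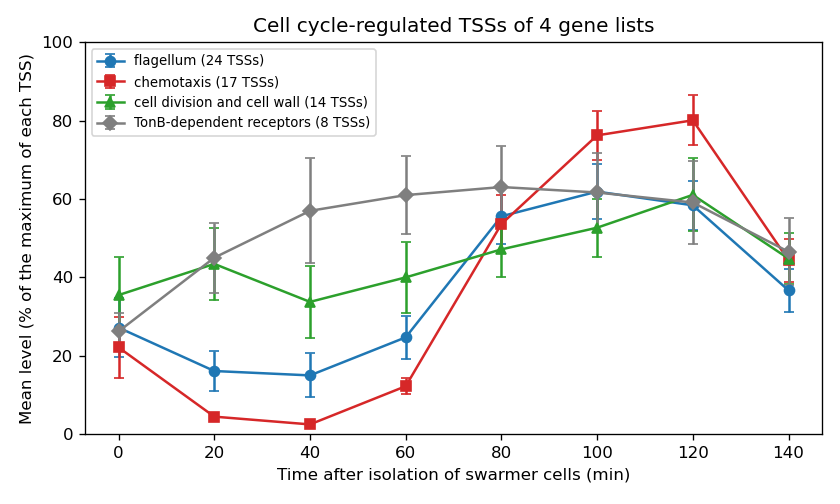
Mean level at each time point (min) of the cell cycle-regulated TSSs of 4 gene lists, as percent of each TSS's highest level, with bars for the standard error over TSSs. Flagellum (24 TSSs) and chemotaxis (17) are lowest at 40 min and highest at 100 and 120 min, cell division and cell wall (14) range from 33.7% to 61.1%, and TonB-dependent receptors (8) from 26.2% to 63.1%.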

Using this approach, we identified cell cycle-regulated TSS levels for 586 TSSs (Fig. 2A). In general, the cell cycle TSS levels measured by 5′ global RACE yield similar timing as the steady state mRNA levels as determined previously by microarrays [25] (S3 Fig.).

To improve upon lower resolution and coverage studies of transcription factor binding motifs [25], we used our base pair resolution TSSs and a new genome annotation [13], [21] to search in DNA segments upstream of cell cycle-regulated TSSs for binding motifs of the core cell cycle circuit (Fig. 2B): CtrA (Fig 2C, S4 Fig., S5–S7 Dataset), SciP (Fig. 2C, S4 Fig., S8–S9 Dataset), DnaA (Fig. 2C, S4 Fig., S10 Dataset) and the CcrM DNA methyltransferase (Fig. 2C, S4 Fig., S11 Dataset). To identify TSSs regulated by the GcrA transcription factor, we searched upstream of TSSs for DNA segments enriched in GcrA ChIP-seq signal (S12 Dataset) [26]. About 57% of cell cycle-regulated TSSs had upstream binding motifs for one or more of the four transcription factors or CcrM DNA methlytransferse in the core cell cycle regulatory circuit (Fig. 2C, S4 Fig., S5–S12 Dataset). 

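The TSSs with a motif include those of all 5 master regulators. The TSS of *dnaA*, the replication initiator, was highest at 20 min at a level of 998 and lowest at 100 min at 235, a fold of 4.25 (95% interval 3.97 to 4.55). With summed reads as the scaling its highest time was 0 min. *gcrA*, the master regulator that follows DnaA, had 202 at 60 min and 18.8 at 100 min, a fold of 10.8 (8.43 to 13.8); with median-of-ratios scaling it was highest at 20 min. In total 333 of the 585 cell cycle-regulated TSSs (56.9%) lie downstream of a motif or binding site of at least 1 of the 5 regulators. The 252 without any were on average highest at 20 min, at 56.9% ± 1.94 (SE) of each TSS's highest level, and lowest at 140 min at 40.1% ± 1.54. Their median fold was 5.80 (quartiles 3.97 and 11.8), and 52 of them were highest at 20 min. *CCNA_01161* and *CCNA_00028* are among these.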

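TSSs with a site for CtrA alone were on average lowest at 40 min, at 13.1% ± 2.55 (SE) of their highest level, and highest at 120 min at 77.7% ± 2.87. Among them are the TSSs of *ftsK* and *ftsQ* of the division apparatus. *dgrA*, with a CtrA full motif, had 1729 at 100 min with a fold of 22.2. TSSs with a DnaA motif alone were highest at 20 min at 66.8% ± 6.28 and lowest at 100 min at 33.2% ± 4.76. *CCNA_03082*, one of these, had 3289 at 20 min and 346 at 140 min, a fold of 9.5. TSSs with a GcrA site alone were highest at 60 min at 70.9% ± 4.60 and at 39.7% ± 5.08 at 0 min. *CCNA_03408*, of this group, had 3749 at 100 min and 451 at 0 min, a fold of 8.31. TSSs with a GANTC site alone were highest at 60 min at 68.2% ± 4.81 and at 27.6% ± 4.68 at 0 min. Among them is *pleC*, a histidine kinase of polar development, with 18594 at 40 min and 4196 at 0 min, a fold of 4.43 (95% interval 4.34 to 4.52). The median folds were 30.1 for CtrA alone, 7.93 for DnaA alone, 4.89 for GcrA alone and 7.73 for CcrM alone.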

We identified 199 cell cycle regulated TSSs with a single upstream regulatory binding motif for one of the known master regulators (DnaA, 29; GcrA, 34; CtrA, 89; SciP, 7; CcrM, 40). In addition, we found another 135 TSSs that have multiple master regulatory factor binding sites, suggesting they are under combinatorial control (S13 Dataset). 

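The TSSs with several sites include those of the regulators themselves. *dnaA* has DnaA and GcrA sites, *gcrA* a CtrA half-repressor and a DnaA site, and *ccrM* has CtrA, SciP, DnaA and GANTC sites. The TSSs with sites for at least 3 regulators number 36 and include those of *podJ* (polar development), *mipZ* (division plane positioning), *divL* and *cpdR* (the CtrA control pathway), *perP*, *flaY* and the protease gene *lon*. Another is *CCNA_R0094* at Cori. The most common pair was CtrA with SciP (49 TSSs), followed by GcrA with CtrA (30), GcrA with CcrM (29), and 25 each for DnaA with CtrA and CtrA with CcrM. DnaA with GcrA and DnaA with CcrM had 19 each, GcrA with SciP 13 and SciP with CcrM 11. *rpoD*, the housekeeping sigma factor gene, has DnaA, GcrA and GANTC sites at a TSS with 557 at 100 min and 171 at 40 min, a fold of 3.26. *CCNA_02363* has a DnaA and a GANTC site and a TSS with 6827 at 40 min and 222 at 0 min, a fold of 30.8.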

The TSSs that are preceded by multiple regulatory motifs are enriched for genes encoding critical cell cycle proteins, including the genes of the core regulatory circuit itself.

We also identified binding motifs for sigma factors SigT (S5 Fig., S14 Dataset) and RpoN (S5 Fig., S15 Dataset). 

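TSSs with a SigT motif were highest at 20 and 40 min, at 79.3% ± 5.09 and 81.2% ± 4.45 (SE, n = 26 TSSs) of each TSS's highest level. They were lowest at 100 min at 12.8% ± 1.82. Of the 26, 12 were highest at 20 min and 13 at 40 min, and their median fold was 14.2 (quartiles 9.85 and 18.3). The file has no TSS of *sigT* itself. The TSS of *nepR*, the anti-sigma factor gene that lies upstream of *sigT*, is 244 bp from the start of *sigT*. It had 46858 at 40 min and 4805 at 100 min, a fold of 9.75 (95% interval 9.59 to 9.92). *phyR*, whose protein binds NepR and frees SigT, had 2383 at 20 min and 278 at 120 min, a fold of 8.56. *sigU*, another sigma factor gene of this family, had 1161 at 40 min and 127 at 120 min, a fold of 9.16. The antisense TSS in *CCNA_02967* had 3633 at 20 min and 198 at 120 min, a fold of 18.3 (16.7 to 20.2). *CCNA_03674*, with a SigT and a DnaA site, had 18236 at 40 min and 1611 at 100 min, a fold of 11.3. The motif was searched among TSSs called cell cycle-regulated on these levels, so the group is not independent evidence of its timing.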

The TSSs with binding motifs for SigT, a cell cycle-regulated ECF sigma factor [11] that is also induced under stress [27], exhibited peak levels during the swarmer to stalked cell transition coincident with the expression pattern of *sigT* (S5 Fig.). The previously identified *Caulobacter* SigT binding motif (GGAAC-N16-CGTT, e-value  = 1.9 e−39, *n* = 26) [25], [27] is located at the −35 bp region relative to the TSS (S5 Fig.). 

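RpoN motif TSSs fell into a group that was highest at 80 min and a group that was highest at 0 min. The group highest at 80 min (13 TSSs) was at 81.0% ± 9.16 (SE) of each TSS's highest level then and at 8.4% ± 3.27 at 20 min. It holds flagellar genes. *fliL*, of the flagellar motor, had 966 at 80 min and 7.5 at 20 min, a fold of 129 (95% interval 95.2 to 177). *fliX*, a regulator of flagellar assembly, had 635 at 80 min with a fold of 16.5. *fliF*, which forms the MS ring, had 108 at 100 min with a fold of at least 175. *flbT*, which controls flagellin translation, had 928 at 100 min with a fold of 29.9. The group highest at 0 min (20 TSSs) was at 89.6% ± 4.92 at 0 min, 52.3% ± 6.93 at 20 min and 8.8% ± 3.86 at 100 min. *CCNA_02693* has 2 TSSs in it, with 1735 at 0 min (fold 199, interval 144 to 285) and 1746 at 20 min. *spmX* was at 0 reads at 100 and 120 min, a fold of at least 91.8; with every library thinned to the smallest total this bound is 23.8. The TSS of *rpoN* itself had 76.7 at 100 min and 0.7 at 20 min, a fold of 109.6 (43.4 to 414), or 27.1 when thinned. The median folds were 37.5 for the group highest at 80 min and 102 for the other. The study formed these groups on the same levels, so they are not independent evidence of timing.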

RpoN, a sigma factor induced upon nitrogen limitation and required for flagella gene expression in *Caulobacter* [28], [29], controls two classes of genes in both the swarmer to stalk transition and in flagellar genes. The previously identified RpoN binding motif (GGCNC-N4-CTTGC, e-value  = 1.5 e−27, *n* = 33) [25], [30] is located between −35 bp and −25 bp relative to the TSS (S5 Fig.). The RpoD, SigT, and RpoN binding motifs together account for 63% (1725/2726) of the observed upstream TSSs regions. The remaining TSSs are likely activated by the additional 13 known sigma factors encoded in the *Caulobacter* genome.

The CtrA response regulator is a master transcriptional regulator of the *Caulobacter* cell cycle that was shown to directly control 95 cell cycle-regulated genes using ChIP-chip [11], [12]. 

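The mean level of TSSs with an activating CtrA motif was highest at 120 min, and that of CtrA half-repressor TSSs at 60 min. Over the 159 TSSs with an activating CtrA motif, the mean level was 79.4% ± 2.01 (SE) of each TSS's highest level at 120 min and 6.8% ± 0.88 at 40 min, and 25 of them were highest at 0 min. At 40 min 30 of them had 0 reads in the shallowest library, and at 100 min none had. Their median fold was 34.7 (quartiles 18.4 and 65.4), and 22.0 with the 40 min library replaced by the mean of its neighbours. The pilin gene *pilA* had the highest level of all, 22581 at 0 min against 256 at 80 min, a fold of 88.1 (95% interval 80.7 to 96.4). *pdeA*, a c-di-GMP phosphodiesterase gene, had 762 at 120 min and 4 at 40 min, a fold of 190 (74.2 to 699). Over all 183 TSSs with CtrA motifs the mean was 73.4% ± 2.15 at 120 min and 15.0% ± 1.90 at 40 min. The motif was searched among TSSs chosen on these same levels, so the group is not independent evidence of timing.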

We identified 183 cell cycle-regulated TSSs with an upstream CtrA binding motif (Fig. 3A) that were also enriched in CtrA ChIP-seq data [31] (S5–S7 Dataset). Among these are promoter regions of the cell cycle master regulators *sciP, ccrM,* and *ctrA*, a regulator of CtrA degradation *rcdA*, cell division proteins *ftsK*, *ftsQ*, and *mipZ*, the response regulator *divK*, flagellar genes, and 6 non-coding RNAs (S5–S7 Dataset). 

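The TSSs of *sciP*, *ccrM*, *ftsK*, *ftsQ*, *divK* and *rcdA* with an activating CtrA motif were highest between 100 and 140 min. *sciP* had 7882 at 140 min and 123 at 60 min, a fold of 64.3 (95% interval 57.2 to 72.6), or 77.9 with median-of-ratios scaling. It has a CtrA half-activator motif. *ccrM* had 169 at 120 min and 0.3 at 20 min, a fold of 565 (136 to 4103) from 2 reads, or 56.9 with every library thinned to the smallest total. *ftsK*, the DNA translocase of the septum, had 374 at 120 min and 7 at 20 min, a fold of 53.4 (39.0 to 74.9). *ftsQ*, of the division apparatus, had 896 at 100 min and 47 at 40 min, a fold of 19.1 (14.3 to 26.0). *divK* had 1676 at 120 min and 51 at 40 min, a fold of 32.9 (24.9 to 44.2). These 3 have CtrA full motifs. *rcdA* has 3 TSSs with CtrA motifs. The TSS at 3572525 had 826 at 120 min and 44 at 40 min, a fold of 18.8 (13.9 to 25.9), while those at 3572550 and 3572562 had highest levels of 79.2 and 244. A 4th TSS of *rcdA*, at 3572626, has an RpoN motif; it had 1411 at 0 min and 15.4 at 80 min, a fold of 91.6 (64.1 to 136).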

Surprisingly, we observed two classes of CtrA binding motifs, a full palindromic TTAA-N7-TTAA (Fig. 3A) and a half motif TTAA (Fig. 3A). Based on hierarchical clustering of the cell-cycle profiles we identified 3 groups of CtrA binding motifs (CtrA full, CtrA half repressor, and CtrA half activator). 

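TSSs with a CtrA full motif were low from 0 to 40 min and high from 80 to 120 min. Their mean level was 7.0% ± 1.05 (SE, n = 52 TSSs) of each TSS's highest level at 0 min, 5.2% ± 0.99 at 20 min and 5.3% ± 1.03 at 40 min. It was 21.1% ± 2.37 at 60 min, 65.9% ± 3.29 at 80 min, 83.0% ± 2.54 at 100 min, 75.2% ± 3.65 at 120 min and 38.1% ± 3.10 at 140 min. The median fold was 51.5 (quartiles 28.4 and 129.6). The chemoreceptor gene *CCNA_02901*, *fliQ* and *CCNA_00233*, all with CtrA full motifs, were highest at 80 or 100 min. Of the 52 TSSs, 51 passed the criteria. The TSS of *cpaB*, a pilus assembly gene, did not, with a highest level of 17.9 at 100 min and 0 reads at 20 min. The group was formed by clustering these levels and is not independent evidence of timing.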

Expression of genes controlled by CtrA full (n = 52, S5 Dataset) mirrored CtrA protein levels in the predivisional cell stage (60–120 min) (Fig. 3A). The 5′ nucleotide of these motifs is positioned near the −35 region, consistent with CtrA activity as a transcriptional activator in the predivisional cell. Conversely, CtrA half repressor containing promoters (n = 24, S6 Dataset) exhibited an anti-correlated temporal pattern of TSS activation with the CtrA protein levels (Fig. 3A). These half sites were positioned over the −10 site, consistent with CtrA functioning as a transcription repressor, similar to the observed repression of *ctrA* P1 by CtrA [32] (Fig. 2B). 

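CtrA half-repressor TSSs were lowest in the swarmer cell and highest at 60 min. Their mean level was 12.2% ± 3.84 (SE, n = 24 TSSs) of each TSS's highest level at 0 min, 48.9% ± 5.82 at 20 min, 69.5% ± 5.87 at 40 min and 87.9% ± 4.00 at 60 min. It was 57.1% ± 5.62 at 80 min and 33.3% ± 3.77 at 120 min. Of the 24 TSSs, 13 were highest at 60 min and 7 at 40 min, and the median fold was 25.9 (quartiles 7.78 and 69.8). *mscL*, the gene of the large mechanosensitive channel (*CCNA_03700*), had 2754 at 40 min and 304 at 0 min, a fold of 9.06. The ncRNA *CCNA_R0116* had 793 at 60 min and 11.1 at 0 min, a fold of 71.5 (95% interval 54.6 to 95.7). *ctrA* P1, *gcrA* and *mipZ* P2 also belong to this group. The group was formed by clustering these levels and is not independent evidence of timing. The paper proposes that CtrA acts here as a repressor. It cites the motif's place over the −10 site, levels opposite to those of CtrA protein and the known repression of *ctrA* P1. It also draws on microarrays of strains with altered CtrA activity.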

Fifty eight percent (14/24) of promoters with a CtrA half repressor motif also contain a DnaA binding motif or a GcrA binding site. 

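Among these TSSs, those of *gcrA* and of *ssb* have a DnaA motif and *CCNA_R0116* has a GcrA site, while *ctrA* P1 has a GcrA site and *mipZ* P2 both. *ssb* (*CCNA_01535*), which encodes the protein that binds single-stranded DNA, had 893 at 40 min and 176 at 0 min, a fold of 5.08. Of the 24 TSSs, 14 (58.3%) had either site.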

CtrA half site-containing promoters that function as activators (n = 107, S7 Dataset) correlated with CtrA protein levels throughout the cell cycle, with transcription activity occurring in both the swarmer and predivisional cell stages. These CtrA half activator binding sites are also near the −35 region, consistent with transcriptional activation (Fig. 3A). Indeed, gene expression profiling studies using microarrays from strains with altered CtrA activity [28] show good agreement with CtrA full and CtrA half activator in transcription activation and CtrA half repressor in transcriptional repression (S5–S7 Dataset). These data show that the activity and timing of transcription is controlled by the precise position of CtrA DNA binding upstream of the TSS. Additionally, two transcription factors (MucR 1/2) that act to regulate the S-G1 phase transition were reported to bind to CtrA target promoters. 

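CtrA half-activator TSSs were high at both ends of the time course and low at 40 min. Their mean level was 62.9% ± 2.88 (SE, n = 107 TSSs) of each TSS's highest level at 0 min, 16.2% ± 1.57 at 20 min, 7.5% ± 1.21 at 40 min and 11.9% ± 1.46 at 60 min. It was 28.5% ± 2.00 at 80 min, 50.1% ± 2.90 at 100 min, 81.5% ± 2.38 at 120 min and 65.5% ± 2.29 at 140 min. Of the 107 TSSs, 25 were highest at 0 min, 49 at 120 min and 17 at 140 min, and the median fold was 28.7 (quartiles 13.6 and 46.1). *ftsY*, the receptor of the signal recognition particle, had 845 at 20 min and 165 at 140 min, the only TSS of the group with its highest level at 20 min. *CCNA_02105*, *pilA* and *sciP* are other members. The group was formed by clustering these levels and is not independent evidence of timing.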

We found that 76% of cell cycle-regulated promoters under MucR 1/2 ChIP-seq peaks, as determined by the Fumeaux *et al.* [33], contains a CtrA binding motif, and 10% of the cell cycle-regulated promoters under MucR 1/2 ChIP-seq peaks contain a SciP binding motif. Those CtrA regulated promoters under MucR 1/2 peaks were more highly repressed in the stalk/early-predivisional cells than CtrA-regulated promoters without MucR 1/2 (S10 Fig.). This is consistent with the proposal by Fumeaux *et al.* [33] that MucR 1/2 specifically represses CtrA activated genes in the S phase while SciP specifically represses CtrA activated genes in the swarmer cell.

**Figure 3:**
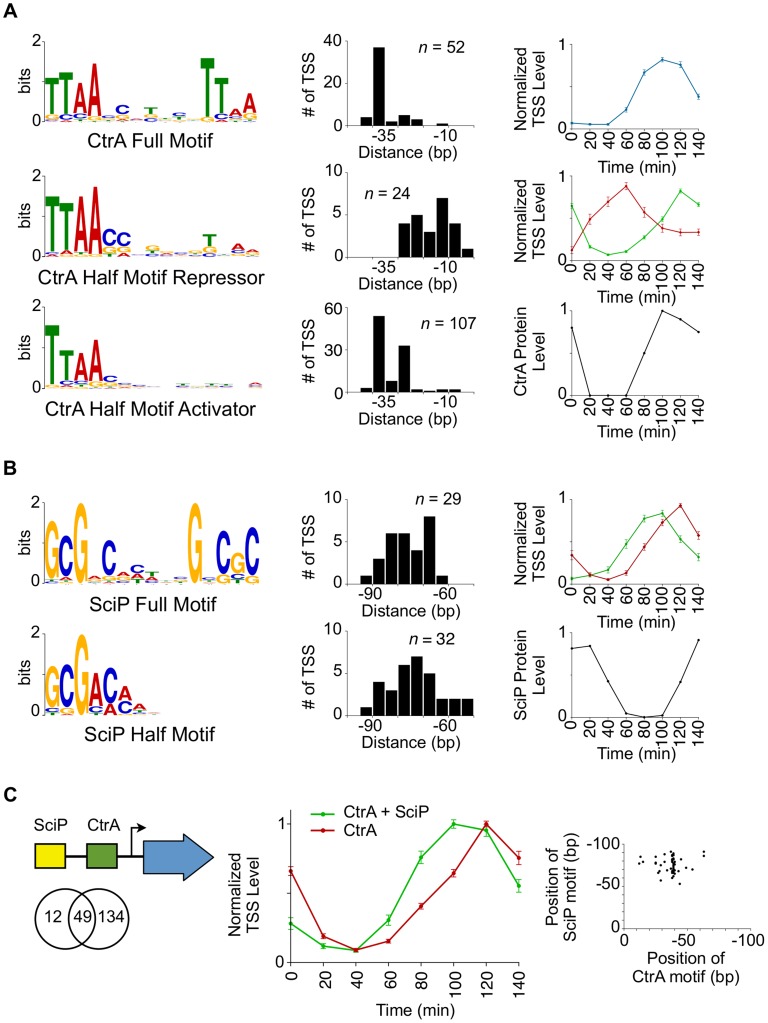
Coordinated control of CtrA regulated transcription by SciP. (A) CtrA full motif TTAA-N7-TTAA (n = 52, *e*-value  = 1.2 e−49) (top left). Histogram to the right represents the distances from which the 5′ nucleotide of the CtrA full motif is positioned relative to the TSS. Normalized TSS levels for the full CtrA motif as a function of the cell cycle (top right). Normalized TSS levels (*y*-axis) indicates the fraction of reads relative to the maximum obtained during the cell cycle, and error bars represent standard error. Left middle and left bottom graphs show the CtrA half motif, TTAA, enriched in two separate groups that reflect their position relative to the TSS (shown to the right). Normalized TSS activities are shown on the right middle panel in red (CtrA half motif repressor, n = 24, *e-*value  = 5.2 e−8) and green (CtrA half motif activator, n = 107, *e*-value  = 4.2 e−141). CtrA protein levels as a function of the cell cycle, normalized from western blots [34] (max  = 1, min  = 0), are shown in the bottom right panel. (B) SciP full motif GCGNC-N5-GNCGC (n = 29, *e*-value  = 3.5 e−19, top left) and half motif GCGNC (n = 32, *e-*value  = 3.4 e−6, bottom left) are enriched in two separate groups. Histograms of the SciP full motif (red) and half motif (green) are shown relative to the TSS. The normalized TSS activities as a function of the cell cycle are shown on the right in red (full motif) and green (half motif). Shown in the bottom right, SciP protein levels are normalized from western blots [8] (max  = 1, min  = 0). (C) Representation of relative positions of SciP and CtrA binding motifs (Left); Venn diagram showing the number of TSS with an enriched upstream CtrA motif, SciP motif, or both. Middle panel shows normalized TSS levels as a function of the cell cycle showing CtrA and SciP binding motifs (green) or CtrA only (red). Only TSSs activated by CtrA are included. Error bars are the standard error. Scatter plot of the coincident position of SciP and CtrA binding motifs (bottom right).

There are a total of 61 TSSs with a SciP binding motif [8] in the upstream promoter region, and among these are the promoter regions of *ctrA*, the DNA methyltransferase *ccrM*, and polar development protein *podJ*. 

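Other TSSs with a SciP motif include those of *degP*, *dgcB*, *recA* and *cpaF*. *CCNA_02846*, the periplasmic protease gene *degP*, had 2424 at 120 min and 80 at 40 min, a fold of 30.3. *dgcB*, a diguanylate cyclase gene, had 3018 at 120 min and 198 at 40 min, a fold of 15.2. *CCNA_02248* had 6554 at 120 min with a fold of 23.5, and *CCNA_00692*, a GGDEF/EAL family gene, had 1259 at 120 min with a fold of 46.6. These 4 have a CtrA half-activator and a SciP full motif. *recA*, the recombination and repair gene, has a TSS with a SciP half-motif that had 1475 at 140 min and 262 at 0 min, a fold of 5.63. *cpaF*, a pilus assembly ATPase gene, has a SciP full motif and no CtrA motif; it had 22.2 at 100 min with a fold of at least 7.40. Over the 61 TSSs the mean level was highest at 100 min, at 78.5% ± 2.67 (SE) of each TSS's highest level.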

Previously, the promoter regions of 30 genes were identified as targets of SciP by expression arrays [7], 15 of which were shown to be direct by ChIP-PCR [8]. Seven of the 15 promoter regions shown to directly bind SciP, were identified by the TSS motif search. As with the CtrA binding motifs, we found that the SciP motif falls into two categories: a palindromic motif GCGNC-N5-GNCGC and a half motif GCGAC (Fig. 3B) that was identified previously (reverse complement in [8]). 

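TSSs with a palindromic SciP motif were later than those with a SciP half-motif. With the palindromic motif the mean level was 43.3% ± 3.82 (SE, n = 29 TSSs) of each TSS's highest level at 80 min, 72.7% ± 3.67 at 100 min and 93.1% ± 2.32 at 120 min. It was 57.2% ± 4.44 at 140 min and 33.0% ± 5.40 at 0 min. With the SciP half-motif it was 77.5% ± 4.09 (n = 32 TSSs) at 80 min, 83.7% ± 3.66 at 100 min, 53.1% ± 4.04 at 120 min and 31.9% ± 4.39 at 140 min. At 0 min the SciP half-motif TSSs were at 6.5% ± 1.61. Of the palindromic TSSs, 19 were highest at 120 min, and of the SciP half-motif TSSs 11 were highest at 80 min and 14 at 100 min. The median folds were 29.9 (quartiles 15.2 and 47.9) and 39.2 (20.4 and 163). *dgcB* and *degP* are among the palindromic TSSs and *fliL* and *ctrA* P3 among the SciP half-motif TSSs. The study divided these TSSs with the same levels, so the groups are not independent evidence of timing.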

TSSs with the palindromic motifs exhibited peak levels at 120 min (*n* = 29, S8 Dataset) and those with half SciP motifs exhibited levels peaking at 100 min (*n* = 32, S9 Dataset) (Fig. 3B). Both groups exhibited an anti-correlated cell cycle profile with SciP protein levels indicating SciP acts as a repressor, in agreement with previous reports [7], [8]. To confirm this role as a repressor, we showed that the mutation of the SciP site in three CtrA activated promoters leads to an increase in the promoter activity (S9 Fig.). The half motif is associated with early TSS repression and the full motif with repression later in the cell cycle (Fig. 3B). SciP binding motifs are predominantly found between −60 bp and −90 bp relative to the TSS (Fig. 3B–C) and 80% (49/61) of TSSs with a SciP binding motif also have a CtrA binding motif (Fig. 3C). 

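The 49 TSSs (80.3% of 61) with both motifs include *fliQ*, *fliF*, *fliL* and *fliX* of the flagellum, *ccrM*, *rpoN*, *podJ* P1 and *rcdA*. Of the others, 7 had SciP as their only master regulator motif, among them the *recA* TSS at 1245084 and the *cpaF* TSS.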

On average the SciP ChIP-seq signal peak occurs upstream of the CtrA ChIP-seq signal in agreement with the upstream position of SciP binding motifs relative to CtrA (S8 Fig.). 

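CtrA activated TSSs with a SciP motif were lower in the swarmer cell than those without. At 0 min the mean level was 21.1% ± 3.89 (SE, n = 48 TSSs) of each TSS's highest level with a SciP motif and 54.7% ± 3.31 (n = 111 TSSs) without. At 140 min it was 43.7% ± 3.82 with and 62.1% ± 2.34 without. Earlier in the predivisional cell the order was the other way round, with 58.0% ± 4.16 at 80 min with a SciP motif and 33.3% ± 2.28 without, and 79.5% ± 2.82 at 100 min against 52.8% ± 2.98. At 120 min the groups were at 73.9% ± 3.95 and 81.9% ± 2.29. Without a SciP motif 23 of the 111 TSSs were highest at 0 min, among them *pilA* and *CCNA_02105*, and with it 2 of 48 were. The flagellar genes *fliQ* and *fliL*, with a SciP motif, were highest at 80 min. The CtrA and SciP groups were chosen on these levels and are not independent evidence of timing. The comparison was not split by type of CtrA motif. At 0 min CtrA full TSSs were at 7.0% ± 1.05 and CtrA half-activator TSSs at 62.9% ± 2.88. The SciP motif and the type of CtrA motif are therefore not told apart here. By the medians over TSSs the group with a SciP motif is highest at 120 min instead of 100 min.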

When SciP sites are combined with CtrA sites, SciP represses genes in the late predivisional cell and the swarmer cell (Fig. 3C) where SciP protein levels peak (Fig. 3B).

The DnaA protein directs the initiation of chromosome replication in addition to functioning as a transcription factor [10]. 

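TSSs with a DnaA motif reached their highest levels at all times of the cell cycle. The mean level stayed between 40.6% ± 3.23 (SE, n = 77 TSSs) of each TSS's highest level at 100 min and 49.8% ± 3.32 at 120 min. Of the 77 TSSs, 17 were highest at 0 min, 13 at 20 min, 11 at 40 min, 13 at 60 min and 2 at 140 min. Their median fold was 12.9 (quartiles 5.08 and 30.8). Those without a CtrA motif, 52 TSSs, were at 61.4% ± 4.33 at 20 min and 36.9% ± 3.64 at 100 min. *podJ* P2, *gcrA* and the *ssb* TSS have DnaA motifs and were highest at 40 or 60 min, while *CCNA_02515* was highest at 140 min. The time of the highest mean of all 77 is 60 min with summed reads as the scaling and with thinned libraries, and 20 min with median-of-ratios scaling. For the TSSs without a CtrA motif the median fold was 6.94 (quartiles 4.30 and 14.7).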

We identified DnaA binding motifs in 77 promoter regions of cell cycle regulated TSSs (S10 Dataset). DnaA regulates transcription of GcrA, FtsZ, PodJ, and components of the replisome and nucleotide biosynthesis proteins [10]. The DnaA binding motif occurs as the sole master regulator site in 29 promoter regions, while it is commonly accompanied at promoter regions by 25 CtrA, 19 CcrM, and 19 GcrA sites (Fig. 2C, S4 Fig.).

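DnaA motifs alone stand before *CCNA_02213* and *CCNA_03082*, which were highest at 20 min. A DnaA motif with a CtrA full motif stands before *CCNA_02901* and *CCNA_02515*, and a DnaA and a GcrA site before *dnaA* itself. SciP motifs accompany DnaA motifs at 5 TSSs, among them that of *ccrM*.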

The GcrA protein is a master transcription factor that is activated by DnaA (Fig. 2B) [34] and whose protein levels are anti-correlated with CtrA [9]. We searched for enrichment of the GcrA signal in promoter regions of cell cycle regulated TSSs in the ChIP-seq dataset reported by [26] and found GcrA binding sites in promoters of CtrA P1, *podJ*, and *mipZ* in addition to 91 other promoter region (S12 Dataset). 

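TSSs with a GcrA site were on average highest at 60 min and lowest at 0 min. The mean level was 35.4% ± 3.53 (SE, n = 94 TSSs) of each TSS's highest level at 0 min, 48.8% ± 3.33 at 40 min, 63.1% ± 3.44 at 60 min, 59.1% ± 2.45 at 80 min and 46.3% ± 2.68 at 140 min. Of the 94 TSSs, 26 were highest at 60 min, 13 at 40 min and 13 at 100 min, and the median fold was 8.43 (quartiles 4.65 and 34.3). *stpA*, with a GcrA site and no other, had a fold of 100.3 (95% interval 80.8 to 125) and its highest level at 60 min. *CCNA_00045* has a GcrA and a GANTC site and had 677 at 20 min with a fold of 3.02. On log2 levels the mean of the group is highest at 80 min.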

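*stpA* and *CCNA_03408* have a GcrA site alone, and *ctrA* P2 and *CCNA_00439* have one with a CtrA full motif. The 64 TSSs with a GcrA site and no CtrA motif were at 72.2% ± 3.27 (SE) of their highest level at 60 min and 40.4% ± 4.32 at 0 min. Of these 64, 19 were highest at 60 min. Their median fold was 5.60 (quartiles 4.22 and 11.4), or 3.84 with the 0 min library replaced by the mean of its neighbours.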

GcrA binding occurs as the sole master regulator site in 34 promoter regions, while it is accompanied by 30 CtrA, 29 CcrM, and 19 DnaA binding motifs (Fig. 2C, S4 Fig.).

Hemi-methylated GANTC sites in the *Caulobacter* chromosome are recognized by the CcrM DNA methyltransferase yielding 6-methyl adenines [35], [36]. The transcription of CtrA and DnaA is affected by the cell cycle-dependent methylation state of their promoters, a link that helps synchronize the progression of the core cell cycle regulatory circuit with the progress of DNA replication [3], [37], [38]. 

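TSSs with a GANTC site include those of the cell division gene *ftsA*, of *recA*, of the stalk regulator *staR* and of the kinase gene *pleC*. *ftsA*, whose product anchors FtsZ to the membrane, had 699.8 at 60 min and 29.3 at 0 min, a fold of 23.9 (95% interval 20.1 to 28.5). *recA* has a TSS with 6343 at 40 min and 475 at 0 min, a fold of 13.3. *staR* had a fold of 106 (90.0 to 125), with its highest level at 0 min. Over all 96 TSSs the mean level was highest at 60 min, at 61.5% ± 3.55 (SE) of each TSS's highest level. Methylation was not measured in these libraries.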

We identified a total of 96 TSSs with GANTC sites located within 50 bp upstream of the TSS that were activated at specific stages in the cell cycle (Fig. 4A–B, S11 Dataset). Eleven of the 96 TSSs contain more than one upstream GANTC site yielding a total of 108 GANTC sites within 50 bp upstream of cell cycle regulated TSSs. These cell cycle-regulated TSSs fell into three distinct temporal clusters. 

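The cluster shown in red holds TSSs that were lowest at 0 min and highest at 40 and 60 min. The mean level was 10.5% ± 1.23 (SE, n = 41 TSSs) of each TSS's highest level at 0 min, 49.0% ± 4.08 at 20 min, 80.6% ± 3.59 at 40 min, 84.9% ± 3.30 at 60 min and 57.5% ± 3.52 at 80 min. Of the 41, 16 were highest at 40 min and 19 at 60 min, and the median fold was 13.5. *ctrA* P1, *podJ* P2, *ftsA*, *pleC* and the sense TSS of *mreB* belong to it. Of these 41 TSSs, 33 (80.5%) have a GANTC site between −35 and −10. Over all 96 TSSs, 67 have a site there, and 32 of these (47.8%, Wilson 95% interval 36.3% to 59.5%) were highest at 40 or 60 min. Of the 29 with sites elsewhere, 12 were (41.4%, interval 25.5% to 59.3%). The odds ratio was 1.29 (95% interval 0.49 to 3.47, two-sided Fisher's exact test, p = 0.658). The clusters were formed on these levels and are not independent evidence of timing.

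**Figure D2:**
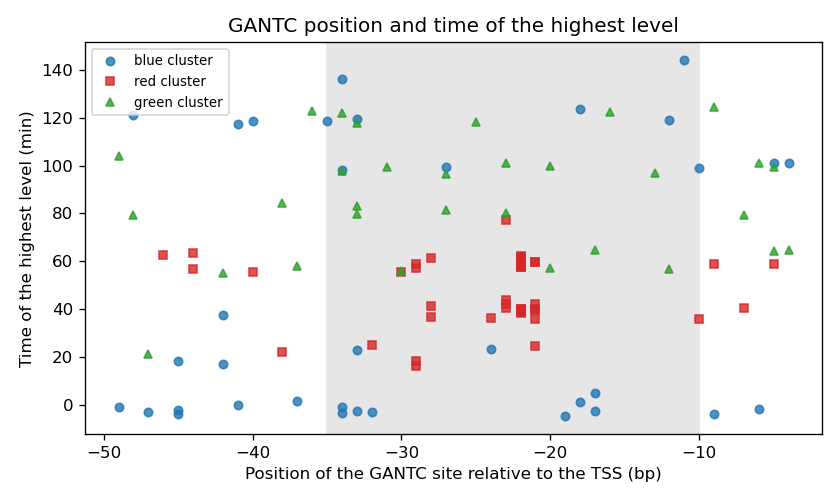
Position of each GANTC site relative to its TSS (bp) against the time at which the TSS was highest (min), with points in the colours of the paper's blue, red and green clusters, shifted slightly along the time axis. The grey band marks −35 to −10, which holds a site of 17 of 29 blue, 33 of 41 red and 17 of 26 green TSSs.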

For the TSSs with the GANTC site positioned between −10 and −35 of the promoter region, the time of TSS activation occured between 40 and 60 minutes (Fig. 4B–C red). If the GANTC motif is positioned outside this region the TSS levels is lowest between 40 and 60 minutes (Fig. 4B–C blue). 

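The blue cluster was highest at 0 min and lowest at 40 min. The mean level was 78.1% ± 4.83 (SE, n = 29 TSSs) of each TSS's highest level at 0 min, 44.0% ± 6.24 at 20 min, 21.2% ± 4.28 at 40 min and 29.7% ± 4.90 at 60 min. It was 66.3% ± 5.94 at 120 min. Of the 29, 12 were highest at 0 min and 6 at 120 min, and the median fold was 15.1. *staR*, *CCNA_00875* and *rpoD* belong to it. A GANTC site between −35 and −10 was present at 17 of these TSSs (58.6%).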

A third cluster of cell cycle-regulated TSSs that have GANTC sites equally distributed within 50 bp upstream of the TSS exhibits maximal levels between 80 to 100 minutes (Fig. 4C green). 

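The green cluster was at 60.0% ± 6.31 (SE, n = 26 TSSs) of each TSS's highest level at 60 min, 73.1% ± 4.01 at 80 min and 73.4% ± 4.18 at 100 min. At 0 min it was at 14.7% ± 2.71. Of the 26, 8 were highest at 60 min, 6 at 80 min and 7 at 100 min, and the median fold was 12.3. *ccrM*, the flagellar gene *fliI* and the chemoreceptor gene *CCNA_00439* belong to it. A GANTC site between −35 and −10 was present at 65.4% of these TSSs.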

Fifty-eight percent of all TSSs with upstream GANTC motifs contained other master regulator binding motifs (Fig. 2C, S4 Fig.).

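Of the 96 TSSs, 56 (58.3%) had a site of another master regulator. *ctrA* P1 has GcrA and SciP sites and a CtrA half-repressor motif as well, *podJ* P2 has DnaA and GcrA sites and *CCNA_00045* has a GcrA site. *pleC* and *ftsA* have a GANTC site alone.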

**Figure 4:**
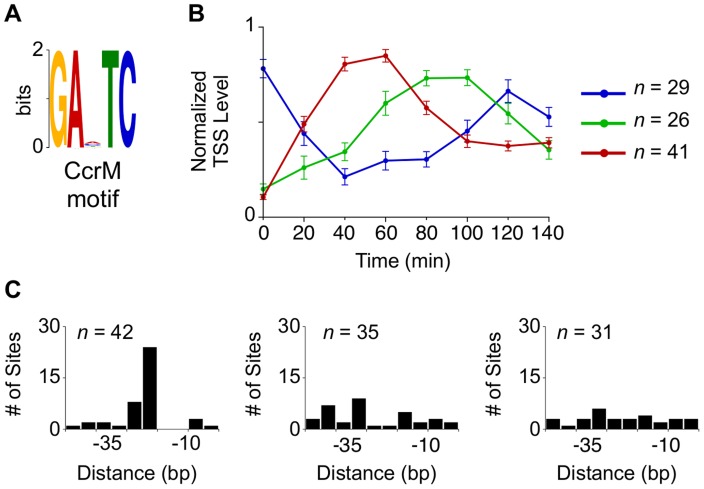
Cell cycle-regulated TSSs with upstream CcrM methylation sites. (A, B) CcrM methylation motif GANTC (n = 108, *e*-value  = 2.0 e−56) enriched in the promoter regions correspond to three separate groups of TSSs generated by hierarchical clustering with average cell cycle profiles shown in (blue, red, and green). (C) Histogram of the distances in which the CcrM GANTC methylation motif is found relative to the TSS.

### Dynamic expression of antisense TSSs

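The highest antisense level was in *CCNA_02967* at 20 min, and a further 2 antisense TSSs stood out after the values were seen. An antisense TSS in *CCNA_02659*, a two-component receiver protein gene, had 1196 at 60 min and 297 at 0 min, a fold of 4.03 (95% interval 3.78 to 4.30). A TSS assigned to *kidO*, whose product controls FtsZ, had 686 at 120 min and 6 at 40 min, a fold of 114 (52.4 to 312). Its category counts it with the antisense TSSs, which include primary TSSs that are antisense to a neighbouring gene. The supplementary tables that could be read give the category antisense, alone or with primary, to 554 TSSs of the file.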

Based on this TSS study and a recent RNA-seq study [13], we identified 587 (503 A, 84 A+P) antisense transcripts in the *Caulobacter* genome. Only eight antisense transcripts for genes encoding transposases have been reported previously [39]. We found an additional 179 putative antisense TSSs that have RNA-seq coverage [13] below our mapping threshold (S16 Dataset). Despite the low RNA-seq coverage, 7 (out of 7 assayed) antisense TSS with low RNA-seq coverage had significant β-galactosidase activity when 75 bp of the promoter were inserted in front of the β-galactosidase gene (S3 Dataset), suggesting they are indeed antisense TSSs. 583/3,885 (∼16%) of *Caulobacter* CDSs have at least one antisense TSS; as compared to *Helicobacter pylori* (27%) [40], *Escherichia coli* (20%) [41], [42], and *Mycoplasma pneumoniae* (12%) [43]. Seventy-four antisense TSSs reside within essential genes including those that encode DnaA, CtrA, an RNA polymerase beta chain, and MreB.

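The antisense TSS in *mreB*, the actin homolog of the cell shape apparatus, was cell cycle-regulated, with 256 at 0 min and 82.7 at 80 min, a fold of 3.10 (95% interval 2.63 to 3.68). The antisense TSS in *dnaA* was low, with 17.3 at 20 min and 2.5 at 140 min, a fold of 6.92 (3.27 to 17.8). That in *ctrA* had 29.1 at 0 min and 8.8 at 140 min, a fold of 3.31 (2.15 to 5.28). Neither of these 2 passed the criteria.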

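Cell cycle-regulated antisense TSSs were highest at every time point, with 11 at 0 min, 15 at 20 min, 7 at 40 min, 10 at 60 min, 15 at 80 min, 10 at 100 min, 5 at 120 min and 3 at 140 min. Among them are those in *mreB*, *CCNA_02967* and *CCNA_03249* and that assigned to *kidO*. They number 76 of the 554 antisense TSSs, and 10 under the first-harmonic test of limma, which was chosen after the data were seen. With a Fourier share of at least 0.5 they number 45. The 179 TSSs of S16 Dataset are not among the TSSs of the file and were not analysed here.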

Of the 766 (587+179) antisense TSSs in the *Caulobacter* genome, 107 are cell cycle regulated (Fig. 5A). Of these 107, 42 are within genes that are constitutively expressed and 13 are within genes that are cell cycle controlled. We observed for the *spmX* gene, that promotes the localization and activation of the DivJ histidine kinase [44], the timing of antisense transcription is correlated with the timing of sense transcription (Fig. 5B). Perhaps the antisense transcript stabilizes the *spmX* mRNA, as reported for the *gadX* mRNA by the antisense GadY transcript in *E. coli* [45]. 

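S17 Dataset lists 12 pairs, of which 4 are not in the file and were not analysed here. In each of the other 8 the antisense and the sense TSS were highest at different times, and in 7 the times were 60 min apart, counted around a cycle of 160 min. The study chose these pairs for different times of the highest level, so this count and the sign of the correlations are not independent evidence. In *mreB* the antisense TSS was lowest at 80 min, while the sense TSS had 66.9 at 60 min and 2.9 at 0 min, a fold of 23.1 (95% interval 13.5 to 43.6). In *coxA*, a cytochrome oxidase gene, the antisense TSS had 107 at 120 min and the sense TSS 50.4 at 60 min. In *CCNA_00718* the antisense TSS had 101 at 0 min and the sense TSS 211 at 100 min. In *dnaK*, a chaperone gene, they had 115 at 80 min and 1465 at 20 min. Across the 8 time points Pearson's r of antisense and sense levels was negative in 7 pairs and ranged from −0.754 to 0.148, the latter in *dnaK*. Over the 8 relations tested with two-sided exact permutation tests of all pairings of the time points, the lowest Benjamini-Hochberg adjusted p was 0.144. For *mreB* r was −0.743 (exact p = 0.0361) and Spearman's rho −0.643 (exact p = 0.0962). Without the 0 and 80 min libraries r was −0.448. When the 2 libraries with the antisense levels farthest from the median were left out of each pair, r stayed negative in 5 of the 8. It became 0.705 in *CCNA_00869* (−0.451 with all libraries), 0.00131 in *CCNA_00451* (−0.170) and 0.808 in *dnaK*. Time points of a culture are not independent samples.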

In 12 of the 13 cell cycle-regulated antisense TSSs residing within with a cell cycle controlled gene (S17 Dataset), the levels of the antisense TSS and the corresponding cell cycle-regulated primary TSS peak at different times over the course of the cell cycle, as shown for *CCNA_01391* (Fig. 5C). The antisense TSS with a SigT binding site in its promoter is induced at the swarmer to stalked cell transition. 

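The antisense TSS in *CCNA_01391* had 7.4 at 0 min, 14.2 at 20 min and 20 at 40 min. It then had 2.6 at 60 min, 3.6 at 80 min, 4.1 at 100 min and 5.3 at 140 min. It was lowest at 120 min at 0.5, which is 1 read, so its fold of 40 has a wide interval (95% interval 6.99 to 1810). It shares the SigT motif with *nepR*, *phyR* and *sigU*.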

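The sense TSS of *CCNA_01391* had 14.4 at 0 min, 8.6 at 20 min and 15 at 40 min. It then had 37.8 at 60 min, 54.9 at 80 min, 64.9 at 100 min, 49.9 at 120 min and 37.8 at 140 min, a fold of 7.55 (95% interval 5.59 to 10.5). It has a CtrA full and a SciP half-motif. Across the 8 time points Pearson's r of the antisense and sense levels was −0.754 (two-sided exact permutation test, p = 0.0235) and Spearman's rho −0.683 (exact p = 0.0708). Over the 8 pairs tested, which were chosen for different timing, the adjusted p was 0.144 for r and 0.385 for rho. Without the 20 and 40 min libraries r was −0.598.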

Upon the decrease in levels of the antisense TSS, we observe an increase in the levels of the primary TSS (Fig. 5C). The coordinated transcriptional patterns of these genes and their antisense TSSs, suggest that the antisense RNA may control gene expression.

**Figure 5:**
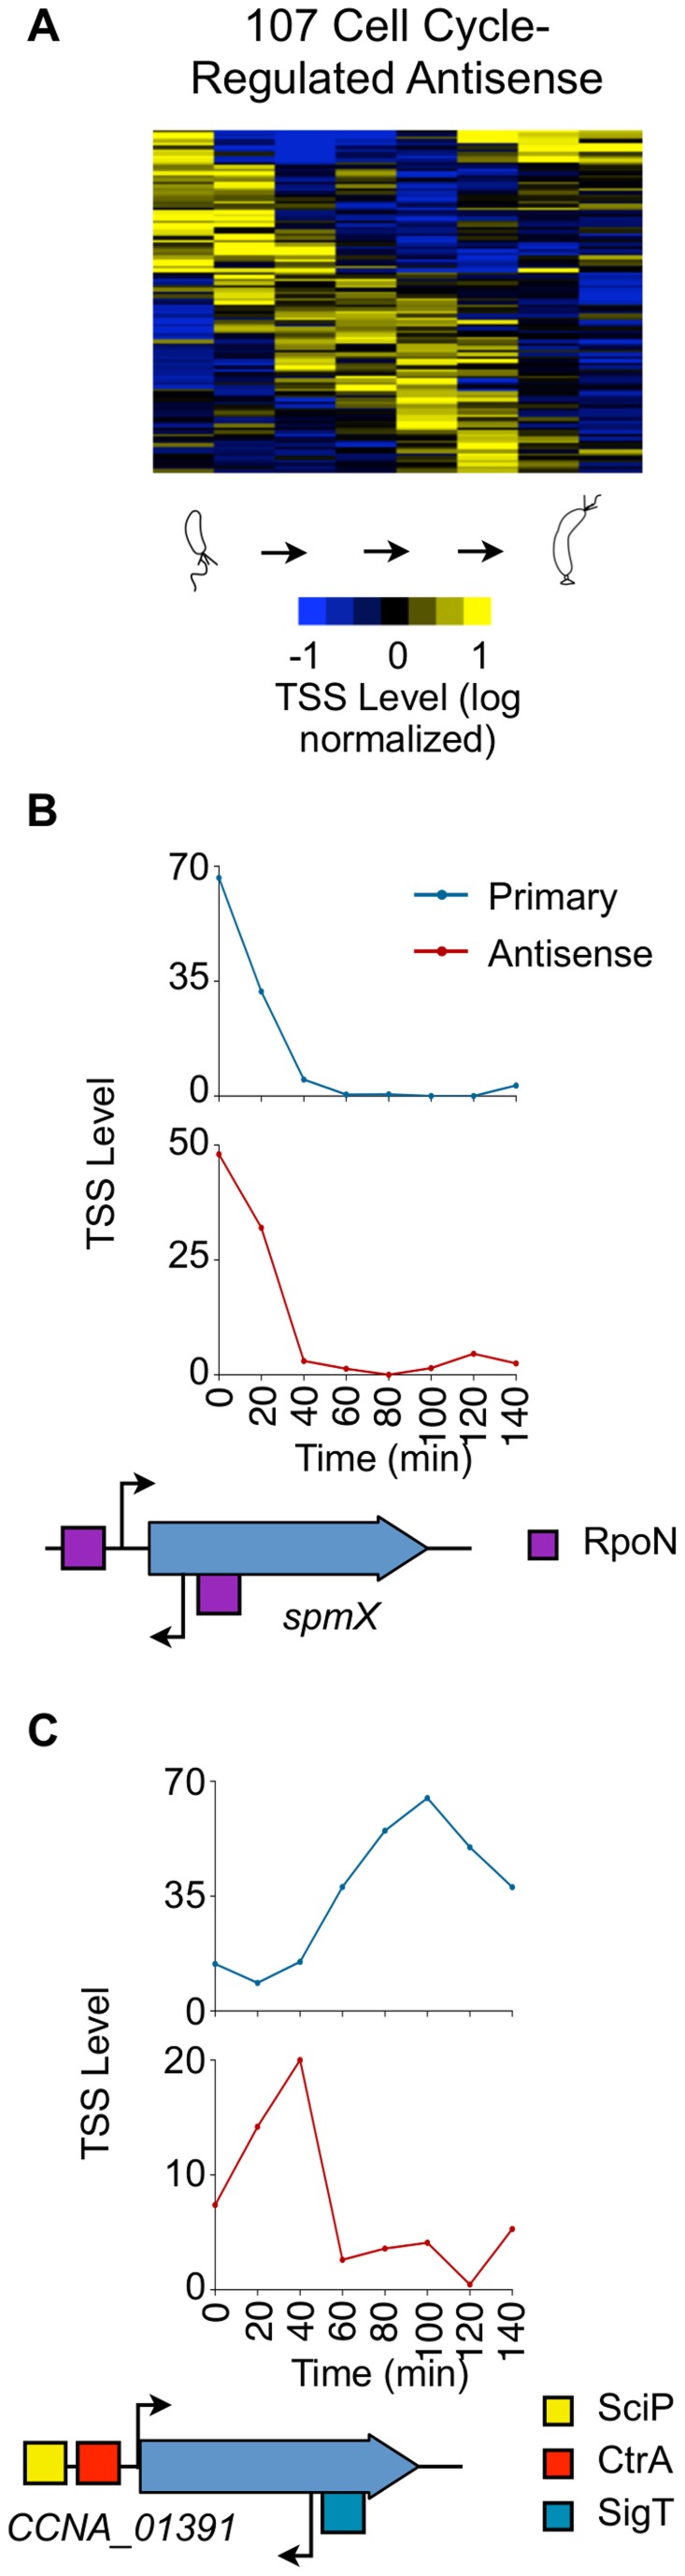
Cell cycle-regulated antisense TSSs. (A) Heat map of transcriptional profiles of the 82 cell cycle-regulated antisense TSSs (A or A+P) *k*-means clustered and ordered by time of activation. Columns correspond to time points in the cell cycle (0–140 min) in 20 min intervals, and each row denotes a single TSS. All TSS expression values are log_2_ transformed and normalized such that mean  = 0, max  = 1, and min  = −1. (B, C) Cell-cycle transcriptional profiles of primary (blue) and antisense (red) TSS of *spmX* and *CCNA_01391*, respectively. Time (min) is shown on the *x*-axis. Normalized 5′ RACE sequencing reads shown on *y*-axis. Locations of TSS as well as SciP (yellow), RpoN (purple), and SigT (blue) binding motifs with respect to the CDS are represented below the *x*-axis. *CCNA_01391* has a SciP binding motif (GCGNC) and a CtrA binding motif (TTAT-N7-TCAA) at −79 and −32 of its leaderless primary TSS respectively. There is a SigT binding motif (GGAAC-N16-TGCT) at −34 of the *CCNA_01391* antisense TSS. The gene *spmX* has a RpoN binding motif (GGCNC-N4-CTTGC) at −26 bp relative of its primary TSS and another putative RpoN binding motif (CGCAC-N4-CTTGC) at −24 relative to its antisense TSS.

### Cell cycle-regulated intergenic non-coding TSSs

Bacterial intergenic small non-coding RNAs (ncRNAs) have been shown to enable cells to adapt to environmental and physiological challenges [46]. We have separately reported 199 ncRNAs in the *Caulobacter* genome [13], including four new ncRNAs that are encoded in nondisruptable regions of the genome [22]. We identified 155 TSSs within intergenic non-coding regions (category N, Fig. 1B) using 5′ global RACE in minimal medium; these included 50 TSSs for tRNA or rRNA genes. 

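Among the non-coding TSSs with the highest levels is that of *crfA*, a small RNA gene chosen here after its values were seen. It had 26189 at 40 min and 8142 at 0 min, a fold of 3.22 (95% interval 3.17 to 3.27). The 16S rRNA gene *CCNA_R0087* has a TSS with 1293 at 20 min and a fold of 4.34. Of the 44 TSSs of tRNA and rRNA genes with the category non-coding 6 were cell cycle-regulated.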

In 46 of these 155 intergenic TSSs, the TSS matches the 5′ nucleotide in the ncRNA identified by RNA-seq [13] (S18 Dataset). While only 5 *Caulobacter* ncRNAs were previously observed to be cell cycle-regulated [39], [47], we identified 33 cell cycle-regulated non-coding TSSs activated in different phases of the cell cycle (Fig. 6A, S1 Dataset). One of these cell cycle-regulated TSS drives a ncRNA of 182 nt in length (CCNA_R0094) transcribed from within the chromosomal origin of replication (Fig. 6B) that appears to be essential [22].

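Further cell cycle-regulated non-coding TSSs, chosen after their values were seen, were highest at different times. *CCNA_R0176* had 231 at 0 min with a fold of 88.8. *CCNA_R0050* had 701 at 20 min and 64.2 at 140 min, a fold of 10.9 (95% interval 9.41 to 12.7). *CCNA_R0163* had 134 at 60 min with a fold of 27.4, and *CCNA_R0165* had 78.8 at 120 min. *CCNA_R0124* had 390.4 at 60 min with a fold of 3.95. The 33 TSSs were highest at 0 to 140 min in 3, 5, 4, 7, 2, 5, 4 and 3 cases. Of the 46 that match a known ncRNA, 13 were cell cycle-regulated. Under the first-harmonic test of limma 4 non-coding TSSs were called, and with a Fourier share of at least 0.5 it was 17.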

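The TSS of *CCNA_R0094* at coordinate 182 had 55 at 0 min, 15.4 at 20 min and 2 at 40 min, the last from 2 reads. It then had 46.1 at 60 min, 181 at 80 min, 315 at 100 min, 176 at 120 min and 119 at 140 min. The fold was 157 (95% interval 43.5 to 1300). It has a CtrA full motif and DnaA and GcrA sites.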

**Figure 6:**
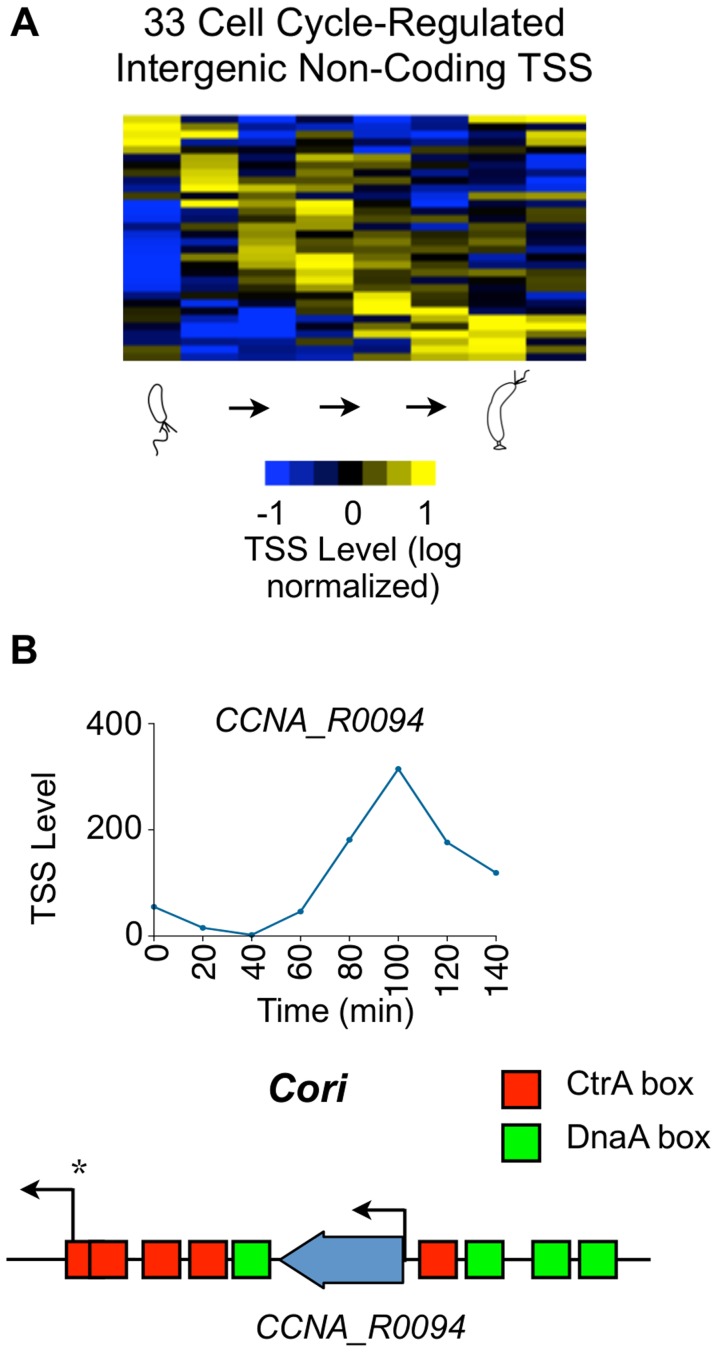
Cell cycle-regulated intergenic non-coding TSSs. (A) Heat map of transcriptional profiles of the 33 cell cycle-regulated intergenic non-coding TSS clustered (using *k*-means clustering algorithm) and ordered by time of activation. Columns correspond to time points as a synchronized culture progresses from swarmer cell (0 min) to cell division (140 mins) in 20 min intervals, and each row denotes a single TSS. All TSS expression values are log_2_ transformed and normalized such that mean  = 0, max  = 1, and min  = −1. (B) Cell cycle profile of the TSS of ncRNA gene *CCNA_R0094* in terms of the normalized 5′ RACE reads vs time. *CCNA_R0094* is transcribed from within the chromosomal origin region (*Cori*). Locations of the CtrA (red) and DnaA (green) binding boxes as reported by [82] are shown. Transcription from the promoter denoted by * is essential for chromosome replication [83].

### Cell cycle regulation of CDSs with multiple promoters

We identified a total of 241 CDSs with multiple upstream TSSs (S19 Dataset) that appear to be independently controlled. 

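Genes with several cell cycle-regulated TSSs at different times include *clpX*, the unfoldase of the ClpXP protease, chosen here after its values were seen. A TSS of *clpX* at 2185201 had 2626 at 120 min and another at 2185327 had 86.6 at 20 min. *hfsB*, a holdfast synthesis gene also chosen afterwards, had 206 at 80 min at a TSS and 59 at 40 min at another. The 4 TSSs of *CCNA_03082* were all highest at 20 min. The 241 CDSs together have 524 TSSs.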

Fifty seven of these CDSs containing multiple promoters are essential for viability [22]. In *Caulobacter*, only 18 cell cycle-regulated genes, including *ctrA*, *dnaN*, *clpX*, and *rcdA*, have been shown previously to be transcribed from multiple cell cycle controlled promoters using either tiling microarrays, nuclease protection, or primer extension assays [25], [32], [48], [49]. 

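*rcdA*, *recA*, *pbpX* and *CCNA_01182* are other CDSs whose cell cycle-regulated TSSs were highest at different times. *pbpX*, a penicillin-binding protein gene, had TSSs with 561 at 120 min and 51.9 at 80 min. Of the 241 CDSs, 102 (42.3%) had at least 1 cell cycle-regulated TSS and 25 had at least 2. *rcdA* and *CCNA_03082* had 4 and *ctrA* had 3. In 21 of the 25 the TSSs were highest at different times, and in 11 at times at least 40 min apart, counted around a cycle of 160 min. *lon*, *CCNA_01221* and *CCNA_01373* are among those with the same time. Under the first-harmonic test of limma 36 CDSs had at least 1 called TSS and 7 at least 2, and with a Fourier share of at least 0.5 it was 15 with at least 2.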

We found that 102 CDSs (42% of those with multiple upstream TSSs) have at least one cell cycle-regulated TSS, and 25 CDSs, including *ctrA* (3 promoters, Fig. 7A) and *podJ* (2 promoters, Fig. 7B), have more than one cell cycle-regulated primary TSS that are independently regulated.

**Figure 7:**
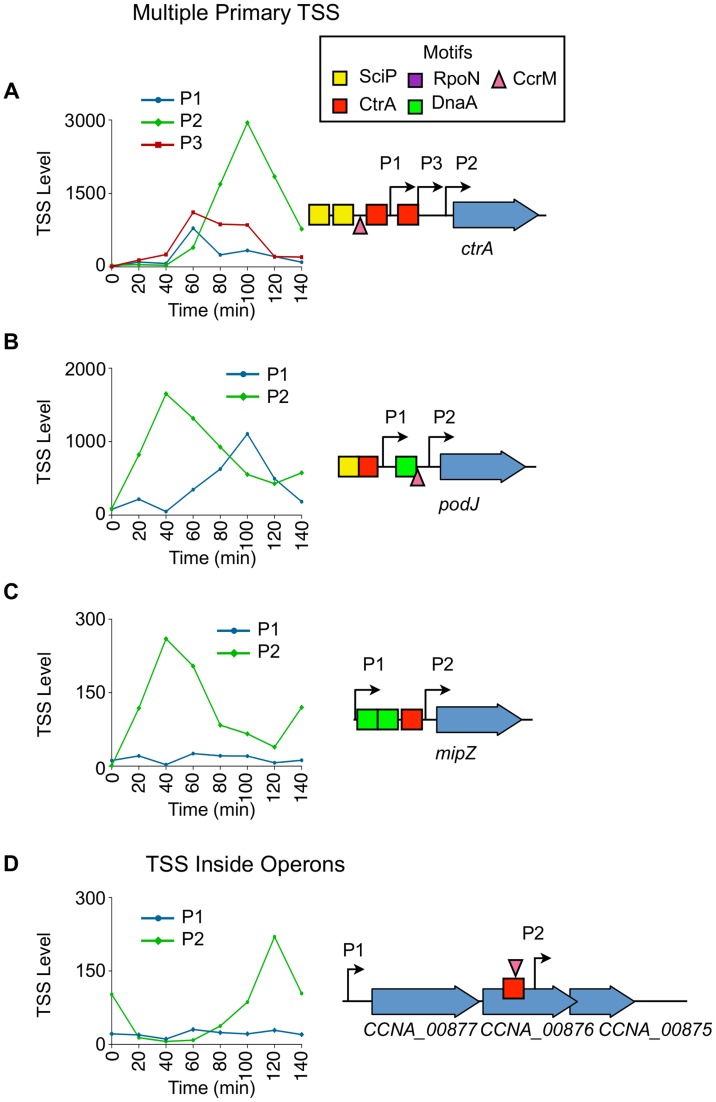
Cell cycle-regulation of genes with multiple upstream TSSs. (A) Cell-cycle profile of the 3 cell cycle-regulated TSSs (P1, P2, P3) upstream of *ctrA.* Time (min) is shown on the x-axis. Normalized 5′ RACE reads shown on y-axis. P1 in blue, P2 in green, and P3 in red. Locations of P1, P2, and P3 with respect to the CDS is shown on the right. The CcrM methylation site GANTC (▾) is located at −29 of P1. The CtrA half motif repressor TTAA (red box) is located at −14 of P1, and the second CtrA binding motif TTAA-N7-TTAA is located at -39 of P2 and at −14 of P3. Two SciP half binding motifs GCGNC (yellow boxes) located −78 of P1 and −74 of P3. (B, C) Cell-cycle profiles of multiple TSS upstream of *podJ and mipZ*. P1 plotted in blue, and P2 plotted in green. Time is shown on the x-axis.; normalized 5′ RACE reads on the y-axis. The location of P1 and P2 with respected to the CDS is represented on the right. Both P1 and P2 of *podJ* are cell cycle-regulated. CcrM methylation sites GANTC (▾) located at −24 of *podJ* P2. P2 of *mipZ* is cell cycle-regulated. There is a CtrA full motif TTAA-N6-TTAA at −49 of *podJ* P1 and a CtrA half motif repressor TTAA at −10 of *mipZ* P2. A SciP binding motif GCGAC is located at −72 of *podJ* P1. DnaA binding motifs (green boxes) CTCCACA, ATCCACA, and GTCCACA at −82 of *podJ* P2 and −52 and −83 of *mipZ* P2 respectively. (D) Cell-cycle profiles of TSS upstream (P1) and inside (P2) the operon consisting of *CCNA_00877*, *CCNA_00876*, and *CCNA_00875*. Time (min) is shown on the x-axis. Normalized 5′ RACE reads shown on *y*-axis. The location of P1 and P2 with respected to the CDS is represented on the left. P2 is cell cycle-regulated, and there is a CcrM methylation site GANTC (▾) at −35 of P2. There is a CtrA binding motif (TTAC-N7-TTCA) at -39 of P2 inside *CCNA_00876*.

The *ctrA* gene was previously shown to be transcribed from two promoters (P1 and P2) where P1 is activated by GcrA after the *ctrA* locus is replicated and P1 becomes hemi-methylated (Fig. 2B) [9], [37]. The P1 promoter is thereafter repressed by CtrA which simultaneously strongly activates P2 [32]. We confirmed the previously reported temporal sequence of P1 and P2 activation, and identified an additional cell cycle-regulated promoter, P3, located between P1 and P2 (Fig. 7A). 

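*ctrA* P1 and P3 had their highest levels at 60 min and P2 at 100 min. P1, 122 bp upstream of the start of *ctrA*, had 1.6 at 0 min, 99.4 at 20 min, 69 at 40 min, 789 at 60 min, 245 at 80 min, 336 at 100 min, 212 at 120 min and 96.3 at 140 min, a fold of 493 (95% interval 243 to 1115). P3, 90 bp upstream, had 10.9 at 0 min, 138 at 20 min, 253 at 40 min, 1111 at 60 min, 873 at 80 min, 855 at 100 min, 212 at 120 min and 201 at 140 min, a fold of 102 (77.9 to 137). P2, 65 bp upstream, had 34.3 at 0 min, 46 at 20 min, 33 at 40 min, 396 at 60 min, 1689 at 80 min, 2944 at 100 min, 1843 at 120 min and 773 at 140 min, a fold of 89.2 (63.5 to 129.7). At 60 min P1 was higher than P2, and at 100 min P2 was higher than P1 by more than their counting intervals.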

A CtrA half repressor binding motif TTAA is located −14 bp upstream of the P1 TSS, in addition to a SciP binding motif GCGAC located −78 bp upstream, and a CcrM methylation site GANTC (▾) located at −28 bp upstream of P1 (S6, S9, S11 Dataset). A full CtrA binding motif TTAA-N7-TTAA is located at −39 bp upstream of P2 and at −14 bp upstream of P3, and a half SciP binding site is located at −74 bp upstream of P3 (S5, S9 Dataset). Both SciP and CtrA have been shown previously to bind at both locations [8], [32]. The full CtrA motif likely functions to activate P2 and simultaneously repress P3 because the 5′ nucleotide of the CtrA full motif is at −14 bp upstream of P3 (repression) and at −39 bp upstream of P2 (activation).

PodJ is an essential protein that mediates polar organelle development by contributing to the synthesis of pili and the control of the polar localization of the PleC kinase/phosphatase [50], [51]. Two cell cycle-regulated primary TSSs (P1 and P2) are located 120 bp and 22 bp upstream, respectively, of *podJ* (Fig. 7B). The levels of P2, which contains a CcrM methylation site GANTC (▾) −24 bp upstream (S11 Dataset) and a DnaA binding motif (CTCCACA) (Hottes et al, 2005) at −82 bp upstream (S10 Dataset), peaks at 40 min into the cell cycle during the swarmer to stalked cell transition. 

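*podJ* P2, at coordinate 2279218, had 88.4 at 0 min, 821 at 20 min, 1651 at 40 min and 1316 at 60 min. It then had 927 at 80 min, 553 at 100 min, 428 at 120 min and 575 at 140 min. The fold was 18.7 (95% interval 16.8 to 20.8).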

P1 contains a CtrA full binding motif TTAA-N6-TTAA at −49 bp upstream (S5 Dataset) and a SciP half binding motif GCGAC at −73 bp upstream (S9 Dataset) with P1 levels peaking at 100 min into the cell cycle in the predivisional cell, contributing to a second wave of *podJ* transcription.

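*podJ* P1, at coordinate 2279316, had 77.6 at 0 min, 216 at 20 min and 48 at 40 min. It had 346 at 60 min, 626 at 80 min, 1105 at 100 min, 495 at 120 min and 183 at 140 min, a fold of 23.0 (95% interval 17.3 to 31.3). At 100 min P1 was above P2, and at 40 min P2 was above P1.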

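*adk*, the adenylate kinase gene, has a constitutive TSS at 1442538 with a fold of 1.99. *divK* has a cell cycle-regulated TSS and a constitutive one at 2696466 with a fold of 2.25. Of the 102 CDSs with several TSSs and at least 1 that is cell cycle-regulated, 83 also had a constitutive TSS. In 19 all TSSs were cell cycle-regulated. Exactly 1 cell cycle-regulated TSS was found in 77. Under the first-harmonic test of limma 31 CDSs had a called and an uncalled TSS.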

For 77 out of the 241 CDSs transcribed with multiple primary TSSs one promoter is constitutively expressed while the other is cell-cycle regulated. For example *mipZ* (Fig. 7C), which encodes the essential division plane positioning ATPase MipZ [52], has a constitutive P1 and a cell cycle-regulated P2 promoter containing a CtrA half repressor motif at −10 bp upstream of the TSS (Fig. 7C, S6 Dataset). 

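*mipZ* P2, 37 bp upstream of the start of *mipZ*, had 0.8 at 0 min, 118 at 20 min, 260 at 40 min, 204 at 60 min, 83.7 at 80 min, 65.9 at 100 min, 38.9 at 120 min and 120 at 140 min. The fold was 325 (95% interval 122 to 1171). P1, 130 bp upstream, was lower, with 11.5 at 0 min, 20.9 at 20 min, 3 at 40 min, 25.6 at 60 min, 21.1 at 80 min, 20.5 at 100 min, 6.9 at 120 min and 12 at 140 min. Its fold was 8.53 (2.79 to 42.6) and its Fourier share 0.161.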

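The file has no TSS assigned to *ftsZ*, which encodes the tubulin homolog that forms the division ring. A TSS of *CCNA_03971* 111 bp before the start of *ftsZ* had 0.2 at 0 min (1 read), 105 at 20 min, 73 at 40 min, 169 at 60 min, 96.5 at 80 min, 41 at 100 min, 24.7 at 120 min and 34.6 at 140 min. Its fold was 844 (95% interval 147 to 32550), and it has DnaA, GcrA and GANTC sites. A TSS within *CCNA_03971* that lies closer to *ftsZ* had 27 at 60 min and 0 reads at 0 min, a fold of at least 43.8. *mipZ* P2 was also lowest at 0 min, and it was highest 20 min earlier. The TSS of *ftsA* was highest at 60 min, like those of *CCNA_03971*.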

Activation of the P2 promoter results in an increase in the transcription of MipZ at the same time as transcription of FtsZ, thereby coordinating the temporal control of MipZ regulation of FtsZ function [6].

### Dynamic transcription within operons

In many instances, the transcription of individual genes within the 848 operons is differentially regulated. There are 115 operons that have a cell cycle-regulated TSS upstream of the leading CDS. 

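TSSs inside operons belong among others to *bacB*, *metK* and *CCNA_01033*, chosen here after their values were seen. *bacB*, a bactofilin gene of the stalk, had 615 at 0 min and 6.3 at 100 min, a fold of 97.6. *metK*, which makes S-adenosylmethionine, had 2763 at 60 min and 664 at 0 min, a fold of 4.16 (95% interval 3.99 to 4.34). *CCNA_01033*, of the FecR family, had 9567 at 20 min and 1540.3 at 120 min, a fold of 6.21 (6.00 to 6.43). *CCNA_01480* had 3181 at 60 min and 254 at 0 min, a fold of 12.5 (11.8 to 13.3). *ftsQ*, *ftsA*, *pdeA* and *fliI* are also served by such TSSs. S20 Dataset lists 55 TSSs for 55 CDSs, and all 55 passed the criteria. They were highest at 0 to 140 min in 6, 10, 7, 10, 3, 9, 10 and 0 cases. Under the first-harmonic test of limma 17 were called.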

There are 52 operons (S20 Dataset) with internal cell cycle-regulated TSSs for downstream CDSs enabling independent cell cycle regulation of downstream operon genes. One example is the operon consisting of *CCNA_00875*, *CCNA_00876*, and *CCNA_00877*, where *CCNA_00875* encodes a 7,8-dihydro-8-oxoguanine-triphosphatase, *CCNA_00876* encodes a Flp/Fap pilin component protein, and *CCNA_00877* encodes a protein of unknown function (Fig. 7D). In this operon, the P1 start site is constitutively active, but the P2 start site has a putative CtrA full binding motif TTAC-N7-TTCA upstream of it (S5 Dataset) where the 5′ nucleotide of the motif resides at -39 bp and a CcrM methylation site GANTC (▾) is at −35 bp (S11 Dataset). 

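The TSS of *CCNA_00875* inside the operon had 102 at 0 min, 13.7 at 20 min, 6 at 40 min and 8.7 at 60 min. It then had 37.5 at 80 min, 86.4 at 100 min, 219.8 at 120 min and 104 at 140 min, a fold of 36.6 (95% interval 16.7 to 100.3). The TSS of *CCNA_00877* at the head of the operon had 21.5 at 0 min, 19.3 at 20 min, 11 at 40 min, 30.4 at 60 min, 24.1 at 80 min, 21.5 at 100 min, 28.8 at 120 min and 20.1 at 140 min, a fold of 2.76 (1.46 to 5.79), and did not pass the criteria.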

The P2 TSS has a cell cycle-dependent profile suggesting cell cycle-regulated expression of just the downstream CDSs in the operon.

## Discussion

We used a global 5' RACE method to identify TSSs at single base pair resolution for approximately 75% of *Caulobacter* genes and identified their pattern of cell cycle regulation. Previous studies have identified *Caulobacter* cell cycle-regulated steady state mRNA levels using microarrays or RNA-seq [10], [11], [25], [53]. Here, we measured the abundance of 5′PPP ends corresponding to the relative activity of individual promoters at different time points during the cell cycle. We identified 586 cell cycle-regulated TSSs and assayed their time and level of activation as a function of cell cycle progression. This detailed map of TSSs and their temporal profiles of transcription activation have revealed new layers of gene regulation by the cell cycle control circuit.

### Antisense TSSs

Genome-wide assays have shown that antisense transcription occurs in many bacteria species [40], [41], [43]. Further, antisense transcripts have been shown to regulate genes involved in a wide variety of processes such as photosynthesis in *Synechocystis* PCC6803 [54], acid and SOS response in *E. coli* [45], [55], virulence in *Salmonella enterica* [56], and iron transport in *Vibrio anguillarum* [57]. The 107 cell cycle-regulated antisense TSSs suggest that antisense regulation is a significant element of cell cycle regulation. Supporting this, we found that 23 of the 107 cell cycle regulated antisense TSSs have binding sites in their promoter regions for the core cell cycle regulatory factors. Antisense TSSs are also found within the CDSs of essential cell cycle-regulated genes, including *dnaA*, *ctrA*, *spmX* and *mreB*. Most previously described mechanisms of antisense transcripts involve base-pairing with the corresponding sense mRNA to alter the RNA stability [45], [54], translation [58], or transcription termination [57]. Depending on the context, the antisense RNA has been observed to effect either down-regulation or up-regulation of genes. In *Caulobacter*, for 12 cell cycle regulated primary TSSs, the TSS levels is anti-correlated with the time of the time of activation of the antisense TSS (S17 Dataset), suggesting that antisense transcripts may down-regulate the levels of their target mRNAs. Additionally, the *Caulobacter* antisense TSSs show multiple cell cycle expression patterns, suggesting that this mechanism is active in regulation of gene expression during all stages of the cell cycle. 

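Antisense TSSs with a CtrA half-activator motif include those in *mreB*, *CCNA_00496* and *CCNA_03936* and that assigned to *kidO*. The TSS in *CCNA_00496* had 133 at 120 min, with a fold of 66.6 (95% interval 18.3 to 553) from 2 reads, and that in *CCNA_03936* had 177 at 0 min with a fold of 29.5. With a GcrA site, the TSS in *ftsE*, a cell division gene, had 87.1 at 20 min and 14.8 at 140 min, a fold of 5.89 (4.29 to 8.26). With a DnaA motif, that in *CCNA_01550* had 109 at 20 min with a fold of 3.58. With GANTC sites, those in *CCNA_00470* had 554 at 20 min, in *CCNA_01026* 287 at 60 min and in *CCNA_02649* 161 at 0 min. These TSSs, apart from that in *mreB*, were chosen after their values were seen. Of the 76 cell cycle-regulated antisense TSSs, 24 had a site of a master regulator.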

Twenty four promoters upstream of the 107 cell cycle-regulated antisense TSSs contain master cell cycle regulator binding motifs allowing them to be controlled directly by these cell cycle regulating transcription factors. Antisense TSSs are also abundant in *Sinorhizobium meliloti* [59], another α-proteobacteria. However, as master regulator binding motifs residing within the protein coding sequences have generally not been included in global analyses of the α-proteobacterial cell cycle transcription control circuitry [25], [60], [61] and it is not known whether antisense TSSs controlled by the cell cycle master regulators are conserved within the α-proteobacteria.

### Noncoding TSSs

In *Caulobacter*, 199 intergenic ncRNAs have been identified in the genome including rRNAs and tRNAs [13], [39]. Of these, we identified 155 TSSs for ncRNAs (S1 Dataset) and for 33 of these the TSS levels are cell cycle-regulated (Fig. 6A). The functions of only two ncRNAs (non rRNA/tRNA/RNaseP/4.5S RNA) have been characterized: the tmRNA which rescues stalled ribosomes and alters the timing of replication initiation, and *crfA* which controls the carbon starvation response [47], [62], [63]. While ncRNAs perform many functions, a common ncRNA function in bacteria involves ncRNA base-pairing to mRNAs to regulate gene expression, sometimes mediated by the RNA chaperone Hfq [46], [64]. Four of the ncRNAs lie within non-disruptable intergenic gaps [22] suggesting that these ncRNAs may be essential for the regulation of *Caulobacter* cell cycle progression.

### Regulation by multiple promoters

Across the *Caulobacter* genome we identified 241 CDSs with multiple upstream TSSs (S19 Dataset) including 57 of essential [22] and 102 of cell cycle regulated genes. The genes encoding the CtrA global cell cycle regulator and the PodJ polar differentiation factor have multiple upstream promoters with different cell cycle timing that modulates the pattern of expression of the genes. In the case of *ctrA* transcription, GcrA activates the hemi-methylated P1 promoter to initiate *ctrA* transcription followed by a boost in CtrA production from the subsequent auto-regulated activation of the P2 promoter [9], [32] (Fig. 2B, Fig. 7A). Based on the identification of a third temporally controlled promoter, P3, whose temporal pattern of activation is similar to that of P1, we suggest that P1 and P3 accelerate initial production of CtrA. Both P1 and P3 have a CtrA binding site in the −10 region upstream of each TSS, which are then repressed by CtrA. We also know, as mentioned earlier, that the subsequent expression of SciP represses *ctrA* transcription. The net effect appears to be aimed at modulating the shape of the pulse of CtrA production to make it stronger, yet shorter in time.

In the case of *podJ*, the function of the additional promoters seems to be to extend of the duration of PodJ production over a longer interval of the cell cycle. In other cases, such as the cell division gene *mipZ*, a cell cycle-regulated promoter is activated at a specific time during the cell cycle, corresponding to the time in which the protein product is needed, but the gene is also transcribed at a low level from a constitutive promoter, presumably ensuring that a low level of MipZ is always present during the cell cycle (Fig. 7C).

We found that 209 operons contain internal TSSs, 55 of which are cell cycle-regulated (S20 Dataset). In some operons, downstream genes are activated at different times in the cell cycle. Internal TSSs that exhibit independent cell cycle-regulated expression have nearby upstream transcription factor binding motifs. Additionally, we report separately that some promoters internal to operons lead to production of alternative shortened forms of the encoded protein [13], presumably changing the protein's function. The spatial ordering of multiple upstream promoters, in conjunction with promoters internal to operons, could conceivably have a regulatory impact since each mRNA has a different 5′ UTR sequence that would enable differential post-transcriptional control. The exciting implications of the combinatorial promoter logic possible for genes and operons with multiple TSSs remain to be explored.

### Control of the CtrA regulon

The largest class of cell cycle-regulated TSSs are those that have one or more CtrA binding motifs in the promoter region (183 of the 586 of the cell cycle-regulated TSSs) (Fig. 2C, 3A, S4 Fig.). We observe two CtrA binding motifs, a full palindromic binding site and a half palindromic binding site (Fig. 3A). We find that the 5′position of the CtrA full palindromic motif relative to the TSS is most commonly at the −35 region corresponding to activation of transcription in the predivisional cell. Conversely, the 5′position of the CtrA half-palindromic motifs can either function as a repressor by binding over the −10, or an activator by binding over the −35 region. 

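Of the TSSs with a CtrA full motif, 10 were highest at 80 min, 22 at 100 min and 18 at 120 min. Of those with a CtrA half-activator motif, 1 was highest at 80 min, 14 at 100 min and 49 at 120 min. Both groups were formed by clustering these levels, so their difference in time is not independent evidence. *ftsQ* and *dgrA* of the full motif were highest at 100 min, and *dgcB* and *degP* of the CtrA half-activator motif at 120 min. The paper proposes that full sites are earlier because they bind phosphorylated CtrA more tightly, an affinity it takes from an earlier report.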

In predivisional cells, CtrA full-palindromic TSSs maximally activate at 80 to 100 min while those with CtrA half activator, do so later at the 120 min time point, likely due to the tighter binding affinity of the CtrA full site to CtrA∼P [65]. 

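In the swarmer cell at 0 min no TSS with a CtrA full motif was at its highest level, and 25 TSSs with a CtrA half-activator motif were, among them *pilA*. *sciP*, with a CtrA half-activator motif, had 7452 at 0 min and 374 at 40 min. *divK*, with a full motif, had 236 at 0 min, and *ftsK* had 16.6. As the groups were formed by clustering these levels, their difference at 0 min is not independent evidence.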

TSSs with CtrA half motifs are also active in the swarmer cell, while CtrA full motif TSSs are only active in the predivisional cell. We interpret this switch in TSS levels to be primarily due to overlapping control by SciP which inhibits CtrA activated promoters as reported by [7], [8]. About 80% (49/61) of TSSs containing an upstream SciP motif also have a CtrA motif (Fig. 2C, 3C, S4 Fig.). The SciP binding motifs are positioned between −60 and −90 upstream of the TSSs (Fig. 3B, S8 Fig.). SciP binds directly to DNA as shown in [8] and confirmed here by mutation of SciP sites. We have mutated both the half and full SciP sites in 3 CtrA activated promoters and in each case we observed an increase in promoter activity as measured by β-galactosidase activity, providing evidence that the SciP motif does indeed function to bind SciP and acts that bound SciP is a repressor of these promoters (S9 Fig.). In the presence of DNA containing both CtrA and SciP binding motifs, both CtrA and SciP become resistant to proteolysis [66]. Since direct interaction between CtrA and SciP has been demonstrated [7], [8], it seems likely that the combined DNA binding energy provides additional regulatory capacity. Interestingly, SciP and CtrA binding motifs are primarily positioned together with at least one motif present as a full palindromic binding site (91.8% of co-regulated promoters) and the co-positioning of SciP and CtrA half motifs occurs only in four co-regulated promoters. It is possible that SciP and CtrA require sufficient binding to DNA to form a stable complex that is not accomplished with weaker half sites.

A recent report by Fumeaux *et al.* [33] analyzed the top 50 SciP ChIP-seq peaks and found them to contain TTAACAT motifs, similar to the CtrA half binding motif. We performed motif searches of the SciP ChIP-seq peaks reported by Fumeaux *et al.* [33] using the CtrA half- and SciP half-binding motif presented in this paper, and found a total of 63 CtrA half motifs and 143 SciP half motifs with a P value less than 1^−3^. Both Fumeaux *et al.* [33] and our own analysis of their data revealed that only a subpopulation of SciP ChIP-seq peaks (47%) contain the TTAACAT motif. However, we found that 88% of the SciP ChIP-seq peaks contain a SciP binding motif. Of the 47% that contain a CtrA binding motif, 33/35 of these also contain the SciP binding motif. The SciP motif used in this study is based on previously reported direct footprints to DNA, ChIP-chip analysis and microarray analysis reported in Tan et al. [8], which is in agreement with a motif previously identified for a cohort of genes expressed at the same time in the cell cycle by McGrath *et al.* [25]. The SciP binding motif correlates with a larger percentage of the SciP ChIP-seq peaks than the CtrA motif. Both SciP half and CtrA half (TTAACAT) motifs are present in the CtrA promoter foot-printed by Tan *et al.* [8]. However, only protection of the SciP sites was observed with purified SciP. We suggest that the Fumeaux *et al.* ChIP-seq data analysis [33] missed many of the SciP motifs in the presence of stronger CtrA motif signals from peaks including SciP and CtrA co-regulated promoters. Indeed, the peaks of the Fumeaux *et al.* [33] SciP and CtrA ChIP-seq signal match the positions of their respective binding motifs (S8 Fig.).

### Combinatorial regulation of cell cycle activated promoters

We found that 57% of the cell cycle-regulated TSSs have upstream binding sites for known cell cycle transcriptional regulators (Fig. 2B-C, S4 Fig., S5-S12 Dataset) whose activity and protein levels oscillate in time [1], [4]. While 199 cell cycle regulated TSSs contain a single regulatory factor binding site, 135 have binding sites for 2 or more of these factors (S13 Dataset). We have not yet identified the regulatory factors (and their binding sites) that control the other 43% of the cell cycle regulated TSSs but we expect to find that the activity of these promoters are controlled by a second layer of regulatory factors that are turned on by the core circuit (Fig. 2B). Co-regulation among the 5 cell cycle master regulators acts to tune the timing of cell cycle transcription profiles, and we expect to find equally complex timing regulation in every genetic regulatory sub-system.

DnaA directly controls the initiation of DNA replication by binding to the origin of replication [67] and it also serves as a transcription factor for a large complement of cell cycle regulated genes [10]. We identified 77 cell cycle-regulated TSSs with a DnaA binding motif. Additionally, from our analysis of the ChIP-seq data of [26] we found 94 cell cycle-regulated TSSs with enriched upstream binding of GcrA, a transcriptional activator [9]. In contrast to to the temporal expression of CtrA-controlled genes, DnaA and GcrA regulated TSSs have a multitude of different cell cycle profiles with lower levels of activation (S6 Fig.). This increase in profile diversity is likely due to an increased number of co-regulated promoters for genes controlled by both DnaA and GcrA. Additionally, when DnaA and GcrA binding sites are combined with a CtrA binding site, the transcriptional profile appears to be dominated by the activity of CtrA.

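The median fold of TSSs with DnaA or GcrA sites and no CtrA motif was smaller than that of CtrA activated TSSs. Single TSSs without a CtrA motif varied, with folds of 8.31 for *CCNA_03408*, 30.8 for *CCNA_02363*, 100 for *stpA* and 844 (95% interval 147 to 32550, from 1 read at 0 min) for the primary TSS of *CCNA_03971*. The TSSs with DnaA or GcrA sites were highest at all 8 time points, with at most 17 of 77 and 26 of 94 at any of them, while 67 of the 159 CtrA activated TSSs were highest at 120 min. Folds were compared as medians over TSSs without a test, because TSSs are not replicates. The CtrA groups were formed on these same levels, while DnaA and GcrA sites were sought in all cell cycle-regulated TSSs. The groups were thus chosen in unlike ways, and their difference in fold is not independent evidence. CtrA activated TSSs were on average lowest at 40 min, in the shallowest library.

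**Figure D3:**
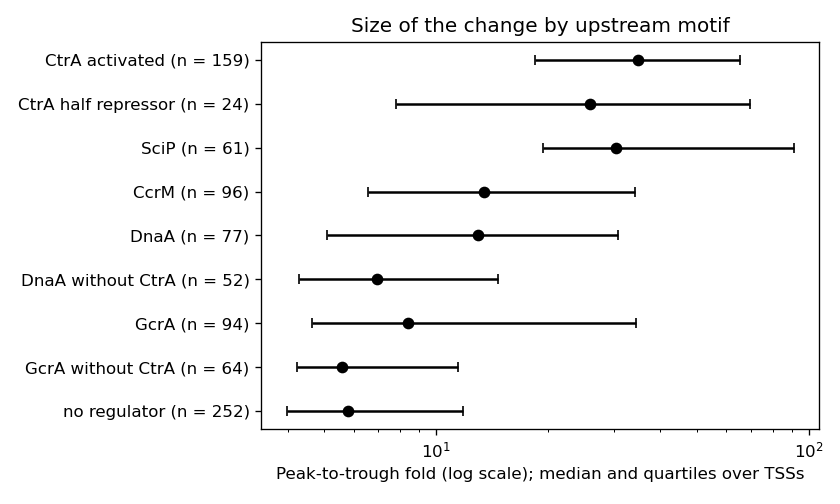
Fold between the highest and the lowest level by upstream motif, on a log axis, with points for the median and bars for the quartiles over TSSs. The median is 34.7 for CtrA activated TSSs, 12.9 for DnaA, 8.43 for GcrA, 6.94 for DnaA without CtrA, 5.60 for GcrA without CtrA and 5.80 for TSSs without a regulator.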

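TSSs that have a CtrA full or CtrA half-activator motif with a DnaA or GcrA site were on average lowest at 40 min and highest at 120 min. With a DnaA motif, these TSSs were at 53.0% ± 9.24 (SE, n = 18 TSSs) of each TSS's highest level at 0 min, 3.5% ± 0.82 at 40 min and 81.3% ± 5.37 at 120 min. With a GcrA site they were at 31.1% ± 7.48 (n = 20 TSSs) at 0 min, 8.5% ± 2.92 at 40 min and 74.8% ± 6.28 at 120 min. The median folds were 47.7 and 34.2. The CtrA groups were formed on these same levels, so the timing of these TSSs is not independent evidence. CtrA half-repressor TSSs with a DnaA or GcrA site were not included. *CCNA_R0094*, *CCNA_02901*, *CCNA_02515* and *ccrM* have a DnaA motif with a CtrA full motif, and *ctrA* P2, *podJ* P1 and *CCNA_00439* a GcrA site with one. *ctrA* P3, which also has both, was highest at 60 min.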

Finally, we identified CcrM methylation sites within 96 cell cycle-regulated TSSs (Fig. 4A–B). We found cell cycle-controlled TSSs with GANTC motifs in these promoter regions, such as the *ctrA* P1 promoter which is activated by hemi-methylation, in agreement with a previous report of the control of this gene by methylation state of its promoters [37]. A cluster of these TSSs, located between −35 and −10 of the promoter region (Fig. 4B–C Red), are activated between 40 and 60 minutes. Another cluster of TSSs, with GANTC sites positioned outside of the −10 and −35 region, exhibit minimal TSS levels between 40 and 60 minutes (Fig. 4B–C Blue). While the underlying mechanism of methylation dependent transcription regulation in *Caulobacter* is unknown, the GcrA transcription factor has been implicated in the control of some GANTC containing promoters [68]. However, we find that only 31% of cell cycle regulated TSSs enriched for GcrA binding (from the published ChIP-seq data from [26]) also contain GANTC methylation sites within 50 bp upstream of the TSS (Fig. 2C, S4 Fig.). Additionally, the promoters of only 11 genes found to bind GcrA by ChIP-seq are differentially expressed in GcrA or CcrM depletion arrays [69].

Cumulatively, the newly-revealed complexity of transcriptional regulation that drives the *Caulobacter* cell cycle, coupled to multiple modes of post transcriptional regulation [13] has opened up new avenues of bacterial systems control architecture. The known *Caulobacter* cell cycle regulatory circuit, composed of four transcription factors and a DNA methyltransferase, drives stage specific expression of a majority of cell cycle-regulated promoters [2]. We found multiple examples of co-regulation using these five master regulators of the cell cycle regulatory circuit, and many of these examples involve essential genes and essential regulatory regions of the genome [22] (S13 Dataset). The presence of each master regulator is restricted to specific times in the cell cycle [8], [70], so that there are multiple cell cycle stage-specific regulatory options to tune the timing of transcription. The core *Caulobacter* cell cycle transcription regulatory network is conserved in a majority of α-proteobacteria [2], [60] and has been shown to be integrated with other regulatory pathways such as quorum sensing [71], plant symbiosis [61], [72], gene transfer agent production [73], [74], host cell infection [75], [76], and motility [73]. These α-proteobacterial species have adapted their cell cycle control circuits to their specific biological niches. Negative feedback by antisense regulation and the existence of many promoters with multiple TSSs that appear to modulate the cell cycle stage of mRNA production identifies yet other levels of regulatory control.

## Materials and Methods

### Cell growth and DNA sequencing library preparation

All 5′ Global RACE experiments were performed with *C. crescentus* strain CB15N (NA1000) [77]. Cells were grown to OD_600_ 0.4 in M2G [78] and synchronized using standard procedures [77]. Aliquots were taken at 20 min intervals over ∼1 cell cycle (140 min), pelleted and immediately frozen in liquid nitrogen. Total RNA was isolated using Trizol Plus kit (Invitrogen) according to the manufacturer protocol. Ten micrograms of total RNA isolated from each aliquot of cells were treated with MICROBExpress (Ambion) to remove ribosomal RNA following the manufacturer protocol. Ribosomal RNA depleted total RNA was treated with 10 U of Tobacco Acid Pyrophosphatase (TAP) (epicentre) for 1.5 hours at 37°C. In addition, two sequencing libraries were prepared from an unsynchronized cell population grown to OD_600_ 0.4 in M2G, one of which was not treated with TAP. Purified RNA was ligated with 10 pmol of RNA adapter (5'-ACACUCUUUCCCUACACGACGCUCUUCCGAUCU-3') using 25 U of T4 RNA Ligase 1 (New England BioLabs) for 12 h at 16°C. cDNA was then generated from purified RNA using SuperScript II Reverse Transcriptase (Invitrogen) with 10 pmol of primer (5'-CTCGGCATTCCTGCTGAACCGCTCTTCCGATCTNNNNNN-3') following standard manufacturer protocol then treated with 1 Unit of RNase H (Invitrogen) for 20 min at 37°C. cDNA was PCR amplified for 12 cycles using primers (5'-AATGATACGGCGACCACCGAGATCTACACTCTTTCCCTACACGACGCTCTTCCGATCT-3', 5'-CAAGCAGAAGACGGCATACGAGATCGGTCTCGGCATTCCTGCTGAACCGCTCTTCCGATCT-3'). DNA was size selected from 100 bp to 300 bp using agarose gel-electrophoresis and purified using QIAquick Gel Extraction Kit (Qiagen). 100ng of DNA was then treated with duplex-specific nuclease (evrogen) to remove ribosomal cDNA following standard manufacturer protocol and PCR amplified for 10 cycles.

### Read mapping and normalization

Sequencing reads were mapped using Bowtie version 0.12.7 [16] to the *C. crescentus* NA1000 reference sequence (Genbank: NC_011916). All valid alignments were made, and only reads that mapped to a unique location were used with no mismatches allowed. Sequencing reads were normalized by the total number of non-ribosomal RNA reads for comparison. +TAP and -TAP reads were normalized with relation to each other, and reads from synchronized cells were normalized with relation to each other.

### TSS identification

To differentiate between reads initiating from TSS and RNA processing sites, thirty-four previously biochemically characterized TSS with a minimum normalized read value of at least 30 in the +TAP library were used as a positive control, and twenty-four tRNA processing sites (*n* = 24) with a minimum normalized read value of at least 30 in the -TAP library were used as a negative control. The natural log value of the ratio (*θ*) between the number of sequencing reads obtained at the 5′ ends of positive and negative controls in +TAP/-TAP libraries was calculated. The mean and standard deviation of *θ* obtained for positive and negative controls were obtained (Welch two sample *t*-test, df  = 41.2, *p*-value  = 1.3 e−11, S1 Fig.). To minimize false-positives or Type I errors in TSS prediction, we set α = 2.3%, corresponding to *θ*>0.26. An increase of >35% of RNA-seq coverage [13] in a 38 bp window upstream compared to downstream of the TSS was also required.

The distance of mapped 5′ read locations upstream to CDSs in the *Caulobacter* genome was then determined. Reads that are mapped within 300 bp upstream of annotated CDSs or on the first base of the start codon were categorized as upstream promoters (category “P”); those within 300 bp upstream that are inside the upstream CDS but reside within the last 30% of the CDS if the CDS is longer than 600 bp or within the last 30% of the CDS if the CDS is shorter than 600 bp are categorized as internal upstream promoters (category “IP”). If the upstream CDS is oriented in the opposite direction as the TSS, then the TSS is categorized as an antisense upstream promoters (category “AP”). Unless already categorized as IP or AP for another CDS, reads that are mapped inside CDSs are categorized as internal promoters (category “I”); if oriented in the opposite direction of the CDS, the TSS is categorized as an antisense promoter (category “A”). All other reads were categorized as non-coding TSS (category “N”).

The total number of reads corresponding to each CDS as obtained from the +TAP library was calculated for both the plus and minus strands. Upstream promoter locations categorized as P, AP, or IP with reads contributing more than 10% of the total reads in the same orientation for a single CDS were kept. Antisense or internal promoter locations (A or I) with reads contributing more than 25% were kept. If multiple reads were mapped within a distance of ≤5 bp, the reads were summed and placed at the position with the highest number of reads in the +TAP library. TSS with ≥2 normalized reads in at least one of the cell cycle time points were kept for categories (P, AP, or IP); TSS with ≥10 normalized reads in at least one of the cell cycle time points were kept for other categories. Some TSSs categorized as N were actually upstream promoters for genes with unusually long 5′ UTRs. All TSSs categorized as N were manually curated to ensure accuracy.

### Algorithm to define cell cycle-regulated TSS

On the cell cycle expression profile of each TSS, Fourier coefficients (*coeff 0-7*) were calculated using normalized reads obtained from synchronized cells. The maximum and minimum normalized read values (defined as *a* and *b* respectively) from time 0 min to time 140 min were also determined. Cell cycle-regulated TSS are those that meet the following three criteria: 1.) *coeff1/(coeff1+ coeff2 + coeff3 + coeff4) ≥ 0.35* 2.) *ln(a) - ln(b) ≥ 1.1* 3.) *a ≥ 20.*

### Identifying regulatory factor binding sites

Regulatory binding sites were identified from groups of promoter sequences upstream of temporally clustered TSSs using MEME [79] and the position of the 5′ nucleotide of the conserved motifs are numbered relative to the TSS sites. The RpoD motif was obtained by searching within 50 bp upstream of constitutively active TSSs. Cell cycle-regulated TSSs were clustered (k-means, 15 clusters) by normalized cell cycle profile where the maximum of normalized read value within time 0–140 min is equal to 1. From the resulting clusters, up to 100 bp of upstream sequences were used to search for enriched CtrA, SciP, SigT, CcrM, and RpoN motifs using MEME. DnaA binding sites from [10] were used to generate a position weight matrix (PWM) to search for DnaA motifs within 100 bp upstream of cell cycle-regulated TSSs using FIMO (*p*-value setting: <0.001) [80]. To search for GcrA binding, we searched for ≥3 fold ChIP-seq enrichment within 50 bp upstream of cell cycle regulated TSSs, using ChIP-seq data from [26]. The enrichment was calculated relative to the average coverage across the genome.

### Strain generation andβ-galactosidase assays

75 bp of the upstream sequence of 36 TSSs including primary (P), anti-sense (A), and intergenic non-coding (N) TSSs (see S3 Dataset) were cloned into the Bgl II and Xho I restriction sites of vector pNJH185 [81], resulting in transcriptional fusions with the *lacZ* reporter gene. For the *ctrA* antisense promoter, 200 bp of upstream sequence was cloned between the Bgl II and XhoI sites. For promoter constructs mutating the SciP binding motif, 105 bp of upstream DNA were cloned between the Bgl II and Xho I sites (S9 Fig.). In each other case, the Bgl II site is upstream and the Xho I site is downstream of the +5 site of the RNA transcript. These 36 constructs and a pNJH185 empty vector control were introduced into *Caulobacter crescentus* NA1000 cells by electroporation. The LacZ activity of all constructs was measured using mid-log phase NA1000 cell cultures grown in minimal media and according to standard ONPG based β-galactosidase assays. Results in S3 Dataset represent the average of three independent measurements for each strain.

## Supporting Information

S1 Fig Ratio of reads from +TAP/-TAP sequencing libraries. Histogram of *θ* (x-axis), the natural log ratio of normalized reads between +TAP/-TAP sequencing libraries for biochemically validated TSS (S2 Dataset) where +TAP reads > 25 and difference ≤ 5 bp (blue, n = 34, mean  =  1.71, sd  =  1.26, S2 Dataset) and for the 5′ process sites of tRNAs where -TAP reads >25 (red, n = 24, mean  = −0.52, sd  = 0.35). Normality of distributions are verified by Chi square goodness-of-fit test (*p*<0.05). Welch two sample t-test: df  = 41.2, *p*-value  = 1.3 e −11. The threshold for TSS determination is set at *θ* >0.26.
(TIF)

S2 Fig Identification of the major sigma factor binding motif. RpoD, σ^73^, −35 and −10 binding motif (*e*-value  = 1.3 e −1663) identified by searching in genomic regions 45 bp upstream of 1,667 TSS using MEME [79], see S4 Dataset for the full MEME result summary. Histogram of the distance (bp) relative of the TSS in which the 5′ nucleotide of the motif is found (Right).
(TIF)

S3 Fig Global comparison of 5′ Global RACE TSS levels with microarray levels of cell cycle regulated genes with a single TSS. Heat map of the 5′ RACE generated cell-cycle TSS levels (left) with those generated by tiling arrays (right) [25]. A total of 206 genes/operons with a single TSS and average microarray probe intensity of greater than 0.2 are displayed for comparison. Each tiling array sample were taken 12 minutes apart, however, the 72 min sample failed and is omitted from the heat map [25].
(TIF)

S4 Fig Pairwise combinations of master regulators in cell cycle-regulated promoter regions. Number of cell cycle-regulated TSSs with pairwise combinations of DnaA, CtrA, SciP, CcrM binding motifs or a >3 fold enrichment of GcrA Chip-seq signal [26] in upstream promoter regions. Many promoter regions contain more than two TF binding sites so that the indicated number of total TSSs in panel B is always lower than the sum of the pairwise combinations. The number of cell cycle-regulated TSSs for each component of the cell cycle control circuit including the number of promoter regions containing each pairwise combination.
(TIF)

S5 Fig TSSs activated by cell cycle-regulated sigma factors. SigT binding motif GGAAC-N16-CGTT ([27]) (n = 26, *e*-value  = 1.9 e −39) and RpoN binding motif GGCNC-N4-CTTGC ([28]) (n = 33, e*-*value  = 4.3 e−19) within 100 bp upstream of cell cycle-regulated of TSS. Normalized TSS levels as a function of the cell cycle is shown on the right. Cell cycle TSS profile values (y-axis) indicate the fraction of reads relative to the maximum obtained during the cell cycle, and error bars represent standard error. The group of 33 TSS with an enriched RpoN motif can be divided into two classes based on average cell cycle profiles shown in red and green. Histograms show the distances from which the SigT and RpoN motifs are found relative to the TSS.
(TIF)

S6 Fig Cell cycle TSS levels of all combinations of master regulator binding motifs. Average TSS levels with individual or pairwise combinations of DnaA, CtrA, SciP, CcrM binding motifs or a >3 fold enrichment of GcrA Chip-seq signal [26] in upstream promoter regions. Error bars indicate standard error. See S4 Fig. for number of TSS in each pairwise combination. The numbers of TSS regulated by only one master regulator (no combinatorial regulation) are: DnaA, 29; GcrA, 34; CtrA, 89; SciP, 7; CcrM, 40.
(TIF)

S7 Fig 5′ global RACE sequencing library preparation. Samples of total RNA (rRNA depleted) were either treated with tobacco acid pyrophosphatase (TAP) and ligated with the 5′ sequencing adapter or taken directly to ligation with a 5′ sequencing adapter. TAP treatment converts RNA 5′ tri-phosphate groups to 5′ mono-phosphate groups and subsequently ligated to a 5′ RNA adapter. Ligated RNAs were purified, reverse transcribed, PCR amplified and DSN treated for an additional round of rRNA removal.
(TIF)

S8 Fig CtrA and SciP ChIP-seq signal peaks over their respective binding motifs. ChIP-seq data for SciP and CtrA from [33] were mapped to the genome using bowtie, and the average normalized ChIP-seq signal is plotted for each TSS containing a SciP binding motif (from S8,S9 Dataset). SciP ChIP-seq signal (blue) is highest upstream of the CtrA ChIP-seq signal (red) corresponding to the positions of the respective binding motifs (Fig. 3).
(TIF)

S9 Fig Mutation of the SciP binding motif leads to increased promoter activity. (A) LacZ promoter fusions were generated spanning the −100 to +5 of SciP motif containing promoter regions. Promoter constructs were inserted into pNJH185 between the BglII and XhoI sites. Plasmids were then sequence verified, transformed into strain NA1000, grown to mid-log phase in M2G media, and assayed for LacZ activity. The average and standard error for three independent experiments is plotted. (B) Sequences of each of the promoter fusions assayed. Mutations of the SciP site were designed to disrupt the entire binding motif.
(TIF)

S10 Fig Cell cycle timing of CtrA promoters co-regulated with MucR 1/2. The cell cycle timing of the average TSS levels for promoters containing CtrA binding motifs encoded in the presence or absence of ChIP-seq peaks of MucR 1/2 as determined in [33].
(TIFF)

S1 Dataset List of TSSs identified.
(XLSX)

S2 Dataset Comparison of previous biochemically determined TSSs with global 5' RACE.
(XLSX)

S3 Dataset β-galactosidase (beta-gal) verification of TSSs identified by global 5′ RACE by inserting the 75 bp sequence upstream of TSS in front of *lacZ*. A previously made construct was used for beta-gal assay of the *ctrA* (*CCNA_03130*) antisense TSS where 200 bp of upstream sequence was inserted in front of *lacZ*.
(XLSX)

S4 Dataset Cell cycle-regulated TSSs with enriched RpoD (σ^73^) motif (S2 Fig.).
(XLSX)

S5 Dataset Cell cycle-regulated TSSs with enriched CtrA full motif (Fig. 3A).
(XLSX)

S6 Dataset Cell cycle-regulated TSSs with enriched CtrA half motif repressor (Fig. 3A).
(XLSX)

S7 Dataset Cell cycle-regulated TSSs with enriched CtrA half motif activator (Fig. 3A).
(XLSX)

S8 Dataset Cell cycle-regulated TSSs with enriched SciP full motif (Fig. 3B).
(XLSX)

S9 Dataset Cell cycle-regulated TSSs with enriched SciP half motif (Fig. 3B).
(XLSX)

S10 Dataset Cell cycle-regulated TSSs with DnaA motif.
(XLSX)

S11 Dataset Cell cycle-regulated TSSs with methyltransferase CcrM methylation motif within (1–50 bp) of upstream promoter regions (Fig. 4).
(XLSX)

S12 Dataset Cell cycle-regulated TSSs with enriched GcrA Chip-seq peaks.
(XLSX)

S13 Dataset Cell cycle-regulated TSSs with combinatorial regulation by DnaA, GcrA, CtrA, SciP, or CcrM (Fig. 2C, S4 Fig.).
(XLSX)

S14 Dataset Cell cycle-regulated TSSs with enriched SigT motif (S5 Fig.).
(XLSX)

S15 Dataset Cell cycle-regulated TSSs with enriched RpoN motif (S5 Fig.).
(XLSX)

S16 Dataset Putative antisense TSSs identified by global 5′ RACE without secondary verification.
(XLSX)

S17 Dataset Cell cycle-regulated antisense TSSs with levels peaking at different times than the cell cycle-regulated sense TSS.
(XLSX)

S18 Dataset TSSs of annotated non-coding ncRNAs (excluding rRNA and tRNA genes).
(XLSX)

S19 Dataset CDS with multiple primary TSSs.
(XLSX)

S20 Dataset Cell cycle-regulated TSSs inside operons.
(XLSX)

How the deposited data were processed for this re-analysis (not part of the article)

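Transcription start sites were measured by global 5′ RACE in a synchronized culture of Caulobacter crescentus NA1000, with 1 library for each of 8 time points from 0 to 140 min after isolation of swarmer cells. The authors aligned the reads with Bowtie 0.12.7, counted the reads at each TSS, multiplied each library by a factor and deposited the result for 2726 TSSs with 1 decimal, a signal that is called the level here. Gene names and positions come from the reference table of the same genome, and categories, annotations and motifs from the paper's supplementary tables. S1 Dataset could be read only for its first 1999 TSSs, so that a category is known for 2581 TSSs (94.7%) and an annotation for 2520.

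Reads per library were recovered from the step between levels. Against these steps, all levels of the 8 libraries are whole numbers of reads within a tolerance. It was 0.02 reads in S1 Dataset and the rounding of 0.05 in the deposited signal, and it was widened in proportion at high counts. At the highest counts any level passes, so whole numbers were not tested there. The deepest library has 5.94 times the reads of the shallowest, that of 40 min, and 1 read is a level of 0.205 at 0 min, 0.435 at 60 min, 0.513 at 80 min, 0.241 at 100 min, 0.458 at 120 min and 0.353 at 140 min. TSSs at 0 reads number 64, 58, 243, 67, 155, 117, 39 and 73 from 0 to 140 min. The lowest level that can be told from 0 reads at 3 reads is 0.616, 0.513, 3, 1.30, 1.54, 0.724, 1.37 and 1.06.

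Cell cycle-regulated TSSs were called with the paper's criteria (Fourier share of at least 0.35, ln ratio of at least 1.1, highest level of at least 20, a lowest level of 0 passing the ratio). The squared Fourier magnitude was used because it gives all 1999 calls of S1 Dataset, 413 of them positive, while the magnitude gives 345 positive calls. Intervals of levels are exact Poisson intervals and those of folds come from exact Clopper-Pearson intervals, at 95% confidence. Shares of TSSs have Wilson intervals. Group profiles are means over TSSs of the level as percent of each TSS's highest level, with the standard error over TSSs, which describes the spread of TSSs in these libraries and not between cultures. Each group mean was set against 10000 random lists of cell cycle-regulated TSSs of the same size. The CtrA, SciP, SigT, RpoN and CcrM groups were formed on these same levels, so their percentiles are no test of timing and are not given. For DnaA the highest mean lay at percentile 8.73 and the lowest at 0.3, and for GcrA at 100 and 1.63. The distances to genes were taken up to 300 bp. Correlations of antisense and sense TSSs were tested by exact permutation, and shares by Fisher's exact test.

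A first harmonic with a period of 160 min was fitted with limma 3.58.1 on log2 of the level plus 1, with 5 residual degrees of freedom, as an alternative chosen after the data were seen. It called 200 TSSs at an adjusted p under 0.05, and 178 with the other criteria, all among the 585. The calculations used Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, matplotlib 3.10.9 and R 4.3.3.

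The steps were tested on simulated data. The simulated changes were smooth waves on the log scale, and the added variation was not estimated from these libraries. The rates that follow therefore need not hold for the real TSSs. In random orders of the real libraries a median of 330 TSSs passed the criteria. With counting noise alone, the criteria called 0% of unchanged TSSs, 5.13% of TSSs with a 2-fold change and 100% of those with 4-fold or larger changes. With added variation between libraries (SD 0.3 on the ln scale) they called 5.23% of unchanged TSSs and 48.8% at 2-fold. The limma test called 0.128% of unchanged TSSs and 69.2% at 2-fold with counting noise alone. With the added variation it called 7.32% at 2-fold and 67.3% at 4-fold. For a 5-fold ratio of 60 to 12 expected reads, the interval held the true value in 96.7% of cases. The folds in the text take the highest and the lowest of 8 libraries. That choice was not simulated, so this rate need not hold for them.

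The comparisons, the gene lists, the rule for named TSSs and most alternatives were set before the data were examined. TSSs are named if the paper names their gene in its results on the cell cycle, if they are among the 3 with the largest fold for their time point by the lower bound and are annotated other than as hypothetical, or if they are among the 3 members with the highest level of a motif group or gene list. The values in S1 Dataset count as seen. Chosen outside the rule after their values were seen were *CCNA_00007*, *CCNA_02659*, *kidO*, *crfA*, *CCNA_R0050*, *CCNA_R0087*, *CCNA_R0176*, *CCNA_R0163*, *CCNA_R0165*, *CCNA_R0124*, *clpX*, *hfsB*, *pbpX*, *bacB*, *metK*, *CCNA_01033*, *CCNA_01480*, *CCNA_00496*, *CCNA_03936*, *ftsE*, *CCNA_01550*, *CCNA_00470*, *CCNA_01026*, *CCNA_02649*, *cpaB*, the 2-component and c-di-GMP genes and the genes high at a single time point named at the end. The fixed lists were flagellum, chemotaxis, pilus, ribosomal proteins, tRNA and rRNA, DNA replication, nucleotide synthesis, cell division and cell wall, 2-component signalling, c-di-GMP, TonB-dependent receptors, chaperones and proteases, respiration and ATP synthase, and sigma factors. A comparison of each list with random lists matched on level, set in advance, was not run because S1 Dataset could be read only in part.

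Other scalings (summed reads, median of ratios), thinning of all libraries to the smallest total with 20 draws, the replacement of each library in turn by the mean of its neighbours, other thresholds and other profile summaries were tried. The samples of the TAP control, the reporter assays and the chromatin data were not used here.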

Additional observations from a re-analysis of the deposited data (not part of the article)

How the results depend on the processing

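The counts and times rest on 1 library per time point. Over 33 results and all settings, 359 of 414 values stayed within the limits set for them and 52 moved beyond. These 52 values lie in 26 of the 33 results, but some of these moves were fixed in advance. When the library of a group's highest mean is replaced by the mean of its neighbours, that time must move. The mean of 2 values cannot exceed both of them. Such moves do not show a dependence on the processing. For counts, the limit was a factor of 1.5. Among the values of associations, 1 weakened, 2 strengthened and 0 reversed. Of the values for named TSSs, 101 of 105 times and 133 of 140 folds stayed. No paired analysis was possible because each time point has 1 library. TMM scale factors and a quasi-likelihood test, set in advance for counts, were not run because the deposited unit is normalized signal, although reads could be recovered from it. Where a value moved otherwise, the cause was not tested.

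The time of the highest mean level of DnaA TSSs was 60 min with summed reads as the scaling, with thinned libraries and with medians over TSSs, and 20 min with median-of-ratios scaling. It was 80 min for CcrM green with summed reads or with motifs of p under 0.001 only, 40 min for CcrM red with median-of-ratios scaling, and 120 min for CtrA activated TSSs with SciP by medians. On the log2 scale it was 80 min for GcrA and 100 min for RpoN red. A Fourier share of at least 0.5 gave 390 cell cycle-regulated TSSs, 45 antisense and 17 non-coding TSSs, 15 CDSs with at least 2 cell cycle-regulated TSSs, 19 co-directional and 25 opposing swarmer TSSs, and 0 of 100 random orders with as many TSSs.

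The limma test, chosen after seeing the data, gave 178 TSSs with the fold and level criteria and 200 without, 10 antisense and 4 non-coding TSSs, 36 CDSs with at least 1 and 7 with at least 2 called TSSs, 31 with a called and an uncalled TSS, 17 TSSs inside operons, 16 co-directional and 15 opposing swarmer TSSs, and 66 TSSs of the fixed lists. For the distance from Cori at 80 min, rho was −0.0925 (adjusted p 0.0348) with calls by the magnitude and −0.103 (adjusted p 0.00332) with at least 20 reads, and at 60 min −0.0750 (adjusted p 0.366) with at least 100 reads, all chosen after seeing the data.

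With each library in turn replaced by the mean of its neighbours, co-directional swarmer TSSs ranged from 0 to 91 and opposing ones from 0 to 87. The value of 0 comes from replacing the 0 min library and was fixed in advance. In the same way, the highest time of each group below had to move when its own library was replaced. The time of the highest mean ranged from 100 to 120 min for CtrA full, 40 to 60 for CtrA half-repressor, 120 to 140 for CtrA half-activator, 100 to 120 for SciP full, 80 to 100 for SciP half-motifs, 20 to 120 for DnaA, 60 to 80 for GcrA, 20 to 40 for SigT, 0 to 120 for CcrM blue, 40 to 60 for CcrM red, 80 to 100 for CcrM green, 80 to 100 for RpoN red, 0 to 20 for RpoN green, and 100 to 120 and 120 to 140 for CtrA activated TSSs with and without SciP. The number of cell cycle-regulated TSSs ranged from 585 to 690 over these replacements. Over other thresholds it ranged from 390, at a Fourier share of at least 0.5, to 845 with no fold threshold, with 441 at a highest level of at least 40.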

Differences from the paper's values

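Of the cell cycle-regulated TSSs highest at 0 min, 43 were co-directional, where the paper gives 21, and 39 were opposing, where the paper gives 19. The paper's are TSSs that peak in the swarmer cell, which it does not define, so the 2 sets are not known to be alike. Of the alternatives set before the data were examined, a Fourier share of at least 0.5 (19 and 25) and the magnitude instead of its square (31 and 28) fall within 1.5 times of the paper's values. The scalings by summed reads (44 and 39) and by median of ratios (50 and 42), thinning (45 and 37.5) and the replacement of each library in turn do not. The limma test gave 16 and 15; it was chosen after seeing the values and drops all but 178 of the 585 called TSSs.

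The paper counts 586 cell cycle-regulated TSSs and 585 passed here. The TSS of *cpaB*, which the paper lists with a CtrA full motif, did not reach the minimum level, with 17.9. The direction count of all TSSs was 1543, where the paper gives 1544.

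The paper counts 107 cell cycle-regulated antisense TSSs; of these its Fig. 5A legend gives 82 with the category antisense, alone or with primary, and S16 Dataset marks 25 of its 179 TSSs, none of which is among the TSSs of the file. Beside the 82, 76 were found among the TSSs whose category could be read. For CDSs with a constitutive and a cell cycle-regulated TSS the paper gives 77; 83 were counted, and 77 CDSs had exactly 1 cell cycle-regulated TSS. For operons with an internal cell cycle-regulated TSS the paper gives 52 in its results and 55 in its discussion. S20 Dataset lists 55 TSSs for 55 CDSs, and all 55 passed; operons, a different unit, were not counted here.

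The paper places the GANTC sites of the blue cluster outside the region from −35 to −10, and 17 of the 29 TSSs of this cluster had a site inside it. For the red cluster, 33 of 41 had a site inside. In its text the paper gives the annotations of *CCNA_00875* and *CCNA_00876* in the opposite order to the annotation in its tables.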

Other observations

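Genes of c-di-GMP signalling and of 2-component signalling had large shares of cell cycle-regulated TSSs. As with the other lists, constitutive TSSs can be missing from their counts. Of 12 TSSs of c-di-GMP genes 8 (66.7%) were cell cycle-regulated, with a median fold of 26.9, and on average they were at 88.2% ± 7.51 (SE) of each TSS's highest level at 120 min and 5.5% ± 3.12 at 40 min. The phosphodiesterase gene *pdeA* is one of these genes. Of 57 TSSs of 2-component genes 25 (43.9%) were cell cycle-regulated, with a median fold of 17.4. *cleD*, whose product binds c-di-GMP and acts on the flagellar motor, had 837 at 120 min, *popA*, a c-di-GMP receptor gene of the CtrA proteolysis pathway, had 829.8 at 80 min and *tacA*, a regulator of stalk genes, had 275 at 100 min. *ldpE*, of the cell division and cell wall list, had 546 at 120 min. *creS*, the crescentin gene of cell curvature, had 2916 at 60 min and 84.3 at 0 min, a fold of 34.6. *motA* and *motB*, the stator genes of the flagellum, had 144 and 579 at 120 min.

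A group of TSSs was high at 0 min alone, found after the values were seen. At 0 min 18 TSSs were at least 5 times as high as at every other time point, of which 3 were cell cycle-regulated by the criteria, against at most 2 at any other time point. *cydA*, of the cytochrome bd oxidase, had 527 against 11 at the next highest time point, *CCNA_02200*, of a cytochrome c family, 358 against 7.2, *CCNA_02286* 866 against 75, *CCNA_01386* 1822 against 180 and *zerR* 1217 against 211.

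Of the tests that follow, the association with the distance from Cori was set in advance, and the others were chosen afterwards, each with its prediction written before its result was seen. The 40 min library had 243 TSSs at 0 reads, more than any other. With all libraries thinned to the same total, it had 1.25 times as many as the next, 243 against 195 at 100 min. The other thinned libraries had from 81 at 120 min to 185.5 at 80 min. Lower depth may thus account for part of the excess, and an excess remained at equal depth. CtrA activated TSSs made up 12.3% of the TSSs at 0 reads at 40 min, so they do not account for most of them. Of the 159 CtrA activated TSSs 30 were at 0 reads then, against 243 of all 2726.

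Over 747 constitutive TSSs with at least 50 reads in each library, the change from 0 min was larger nearer Cori at 60 min (Spearman's rho across TSSs −0.102, permutation p = 0.00512, adjusted p = 0.0358) and at 80 min (rho −0.0883, p = 0.0163, adjusted p = 0.0569); TSSs are not independent replicates. At the other times rho was 0.0587 at 20 min, −0.0131 at 40 min, −0.0119 at 100 min, 0.00383 at 120 min and 0.00725 at 140 min (lowest adjusted p 0.252), and with at least 100 reads in each library the 60 min value was −0.0750 (adjusted p = 0.366). The signs at 60 and 80 min are those that gene copy number after the start of replication may give, while at 40 and 100 min no such association was detectable, so this explanation stays open. Within 5 bins of mean level rho at 80 min was −0.0934 (p = 0.0107), which argues against the level of the TSS as its source. Over the 219 TSSs that change by under 2-fold rho was −0.0841 (p = 0.216), so TSSs that change in the cell cycle but miss the criteria stay open as a source.

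Divergent cell cycle-regulated TSSs at most 250 bp apart were highest within 20 min of each other, counted around the cycle, in 16 of 34 pairs (47.1%), against 37.5% of random pairs (permutation p = 0.166). A shared upstream region could have raised this share, and no excess was detectable. *nepR* with *phyR* and *fliO* with *flgB* are among the 16, while *pilA* and *cpaI* were highest at 0 and 100 min.

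The order of the libraries was permuted 100 times. With the criteria of the paper, 1 of the 100 random orders gave as many TSSs as the 585 of the real order, the highest being 626. The median over the random orders was 330. A chance order of the libraries can be excluded at the 0.05 level as the source of the total number. The test does not show which of the 585 calls depend on the real order. With the limma test 0 of the 100 gave as many as the real order, the highest being 30, so the same holds for its total number.

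In the 20 and 100 min libraries, 10 TSSs, found after the values were seen, were at or below a level of 1/5 of their lowest level at the other time points, and 0 of these passed the criteria. Any other 2 libraries of time points that are not neighbours had at most 3 such TSSs, and neighbours at most 6. Whether the 20 and 100 min libraries share a batch is not known from the labels and was not tested. Among the 10, *CCNA_02124* had 521 at 40 min and 0.2 at 20 and 100 min, and *CCNA_R0025* had 551 at 140 min, 13.2 at 20 min and 10.1 at 100 min. Of the TSSs that did not pass the criteria, 75 had a lower bound of the fold of at least 10 (the lower 95% limit, or the highest level against 3 reads where the lowest was 0 reads), and 38 of these were highest at 0 min. *CCNA_03890* had 29656 at 20 min and 905 at 0 min, a fold of 32.8 (31.8 to 33.8), *chvI*, a response regulator gene, had 4066 at 0 min and 354 at 140 min, a fold of 11.5 (10.8 to 12.3), and *cleB* had 1382 at 0 min and 23 at 40 min.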
